# The transcription factor hepatocyte nuclear factor 4A acts in the intestine to promote white adipose tissue energy storage

**DOI:** 10.1038/s41467-021-27934-w

**Published:** 2022-01-11

**Authors:** Romain Girard, Sarah Tremblay, Christophe Noll, Stéphanie St-Jean, Christine Jones, Yves Gélinas, Faïza Maloum-Rami, Nathalie Perreault, Mathieu Laplante, André C. Carpentier, François Boudreau

**Keywords:** Fat metabolism, Cell biology, Obesity

## Abstract

The transcription factor hepatocyte nuclear factor 4 A (HNF4A) controls the metabolic features of several endodermal epithelia. Both HNF4A and HNF4G are redundant in the intestine and it remains unclear whether HNF4A alone controls intestinal lipid metabolism. Here we show that intestinal HNF4A is not required for intestinal lipid metabolism per se, but unexpectedly influences whole-body energy expenditure in diet-induced obesity (DIO). Deletion of intestinal HNF4A caused mice to become DIO-resistant with a preference for fat as an energy substrate and energetic changes in association with white adipose tissue (WAT) beiging. Intestinal HNF4A is crucial for the fat-induced release of glucose-dependent insulinotropic polypeptide (GIP), while the reintroduction of a stabilized GIP analog rescues the DIO resistance phenotype of the mutant mice. Our study provides evidence that intestinal HNF4A plays a non-redundant role in whole-body lipid homeostasis and points to a non-cell-autonomous regulatory circuit for body-fat management.

## Abstract (web summary)

HNF4A is a nuclear receptor that regulates liver lipid homeostasis. Here the authors show that HNF4A is not required for intestinal lipid metabolism but controls energy expenditure under diet induced obesity through the fat-induced release of glucose-dependent insulinotropic polypeptide.

## Introduction

Obesity represents a major worldwide epidemic problem, with more than 1.3 billion adults being considered overweight^1^. Being overweight is closely linked to metabolic disorders affecting several organs, including adipose tissue, pancreas, and liver. Diabetes is an important outcome associated with metabolic syndrome. Although there is active research to better define the mechanistic impact of these organs on the physiopathology of diabetes^2^, relatively little attention has been given to the intestinal epithelium, the source of absorption of energy resources and their distribution to the organism.

As the first organ to sense and transit nutrients from the lumen into circulation, the digestive system also represents the largest endocrine organ, with the capacity to secrete more than 20 active hormones that influence metabolic function^3^. More specifically, incretins are gut-produced hormones with major functions in nutrition and metabolism^3^. GIP and glucagon-like peptide 1 (GLP-1) stimulate insulin secretion, whereas ghrelin restricts insulin secretion by targeting β cells of the pancreas. Because of the specific roles of incretins in glucose homeostasis, there has been a longstanding interest in exploring incretin-based therapies for type 2 diabetes (T2DM)^4,5^.

Nuclear receptors belong to a superfamily of ligand-dependent transcription factors that play crucial roles in metabolic disorders^6^. Hepatocyte nuclear factor 4A (HNF4A; also designated maturity-onset diabetes of the young 1 (MODY1)) is a transcription factor of the nuclear receptor family that is expressed in multiple epithelial tissues of the liver, gut, pancreas, and kidney. Hepatic HNF4A is central to the regulation of glycolytic enzymes, glucose transport, and lipid metabolism^7,8^. *HNF4A* variants are associated with metabolic diseases including MODY1^9^. As opposed to its hepatic functions, intestinal HNF4A has redundant functions with its paralog HNF4G under normal physiological conditions. When HNF4A and HNF4G are simultaneously deleted in the intestinal epithelium, lethal intestinal defects are produced, in contrast to the minimal short-term phenotypic consequence of single-deleting either gene alone^10–13^. However, it is still unclear whether intestinal HNF4A alone is functionally involved in intestinal lipid metabolism, as it is observed in the liver.

To investigate the intestinal role of HNF4A in this context, we used a murine conditional deletion (HNF4A^ΔIEC^) previously shown to exhibit minor phenotypes without impacting nutrition, whole-body energy metabolism, and weight management under a normal diet^12,13^. This mouse model uses the *Villin*Cre transgene to drive Cre expression exclusively in the intestinal epithelium since homozygosity for the unconditional null *Hnf4a* allele is embryonic lethal^14^. Here, we show that tissue-specific deletion of *Hnf4a* in the gut does not influence enterocyte lipid metabolism. However, we found that it produced resistance to diet-induced obesity (DIO) via non-cell-autonomous mechanisms involving GIP.

## Results

### HNF4A^ΔIEC^ mice are resistant to high-fat diet-induced obesity without apparent defects in intestinal lipid processing

HNF4A^ΔIEC^ and control mice were fed a high-fat diet (HFD) for 12 weeks. We observed a significant reduction in HFD-induced weight gain in HNF4A^ΔIEC^ mutants, starting at 8 weeks post HFD feeding both in males (Fig. 1a) and females (Supplementary Fig. 1). Jejunal and liver tissues were isolated after euthanasia after 12 weeks of HFD exposure. *Hnf4a* transcript levels remained unchanged in the liver of HNF4A^ΔIEC^ mutants (Fig. 1b), while both *Hnf4a* transcripts (Fig. 1b) and protein (Fig. 1c) remained undetectable in the jejunum of HNF4A^ΔIEC^ mutants under HFD. The expression of multiple intestinal lipid transporters was unchanged in HNF4A^ΔIEC^ jejunal samples compared to controls, as determined using RT-qPCR (Fig. 1d).

**Fig. 1:**
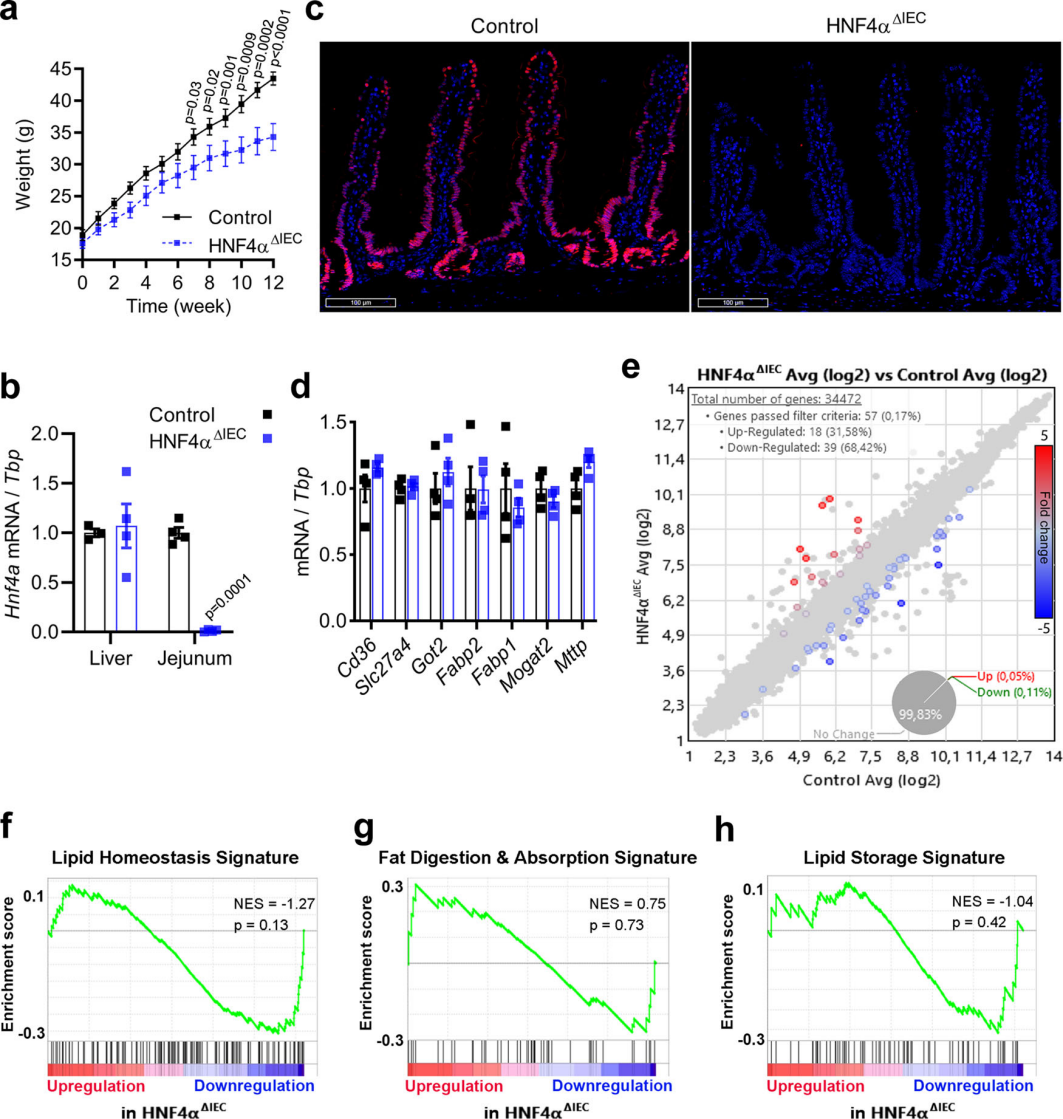
Mice lacking intestinal HNF4A are resistant to HFD-induced obesity without significant alteration in expression of genes related to lipid metabolism. **a** Weights of weaned mice fed a HFD during 12 weeks for control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice (*n* = 10). Statistical comparisons were performed using two-way ANOVA followed by uncorrected Fisher’s LSD test. **b** Quantification of *Hnf4a* transcripts relative to *Tbp* measured in the liver and jejunum of control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD (*n* = 4). Statistical comparisons were performed using two-tailed Mann–Whitney test. **c** Representative jejunum sections stained with DAPI and immunolabeled against HNF4A in control and HNF4A^ΔIEC^ mutant mice fed a HFD (*n* = 3). **d** Quantification of lipid transporter gene transcripts relative to *Tbp* measured in the jejunum of control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD (*n* = 4). Statistical comparisons were performed using the Mann–Whitney *U* test. **e** Scatter plot of gene microarray data from the jejuna of control and HNF4A^ΔIEC^ mutant mice fed a HFD for 12 weeks (*n* = 3). The colored dots indicate transcripts significantly upregulated (red) or downregulated (blue) in HNF4A^ΔIEC^ mutant relative to control mice according to filter criteria (fold change: >1 or <−1; FDR *P* < 0.10). GSEA of microarray data from the jejuna of control and HNF4A^ΔIEC^ mutant mice fed a HFD for 12 weeks showing no significant changes in expression of genes related to **f**, lipid homeostasis; **g**, fat digestion and absorption; and **h**, lipid storage. NES (normalized enrichment score) and nominal *p* value are depicted. Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

A transcriptomic analysis was performed to evaluate whether long-term HFD exposure influenced the whole jejunal transcriptome in HNF4A^ΔIEC^ mice. This analysis identified only 57 genes that were differentially expressed between HNF4A^ΔIEC^ and control mice (Fig. 1e). Gene ontology analysis identified very few biological processes, with regulation of peptide transport as the most significant functional annotation (FDR < 1.5 × 10^−05^) (Supplementary Fig. 2a). Gene set enrichment analysis (GSEA) confirmed that these genes were not significantly associated with lipid homeostasis (Fig. 1f), fat digestion and absorption (Fig. 1g), or lipid storage (Fig. 1h). These observations are consistent with the recent finding that both HNF4A and HNF4G deletions are required to impact lipid metabolism in the intestine^15^. Thus, HNF4A^ΔIEC^ mice harbored a phenotype of being resistance to DIO without a major impact on the intestinal transcriptome or lipid-metabolism signature.

### HNF4A^ΔIEC^ mice display better metabolic fitness during HFD exposure

To better understand how HNF4A intestinal deletion reduced weight gain under HFD, we monitored the outcomes of feeding HNF4A^ΔIEC^ and control mice with HFD for a shorter period of 2 weeks. Food intake remained identical between HNF4A^ΔIEC^ and control mice during this period (Fig. 2a). Fecal triglyceride (TG) content similarly increased in both groups during the first days of HFD, allowing intestinal absorption to adapt to the newly introduced diet by 5 days, and became fully regularized after 14 days of HFD (Fig. 2b). Similarly, identical fat content was recovered from raw jejunum extracts (Fig. 2c), and similar fat content as measured using Oil Red O (ORO) staining was observed for both groups (Fig. 2d). HNF4A^ΔIEC^ mutants were significantly more resistant to weight gain as early as 4 days after commencement of HFD when ratios of the weights were plotted (Fig. 2e) as opposed to individual body weights (Supplementary Fig. 3). This observation was consistent with a significant 28% decrease in total body fat percentage in HNF4A^ΔIEC^ mutants fed an HFD for 2 weeks (Fig. 2f). We then investigated visceral adipose storage in these mice, given its preponderant influence on metabolic disease^16^. Histological analysis of epididymal WAT (eWAT) (Fig. 2g), which is considered to be a part of visceral fat in rodents, revealed a significantly higher proportion of smaller adipocytes in HNF4A^ΔIEC^ mutants (Fig. 2h). We then performed an insulin tolerance test (ITT) to define the impact of intestinal HNF4A loss on systemic insulin sensitivity. We found that HNF4A^ΔIEC^ mutants did not show differences in fasting blood glucose levels prior to insulin injection (Fig. 2i). However, intraperitoneal insulin reduced blood glucose in HNF4A^ΔIEC^ mutants below that of controls (15 min: 6.0 mM for controls, 2.6 mM for mutants, *P*  <  0.01; 30 min: 5.6 mM for controls, 3.0 mM for mutants, *P*  <  0.05) during the first 30 min of challenge, indicative of improved insulin sensitivity in HNF4A^ΔIEC^ mice after 2 weeks of HFD (Fig. 2i). Serum resistin levels, related to obesity and insulin resistance in mice^17^, were also decreased in HNF4A^ΔIEC^ mutants (Fig. 2j). Obesity-related steatosis has been linked metabolically to insulin resistance and diabetes^18^. Immunolabeling of hepatic cytoplasmic lipid droplets (LDs) against the adipose differentiation-related protein (ADFP) showed similar size ranges of LDs, indicating no effect on hepatic fat deposition after 2 weeks of HFD (Fig. 2k). However, prolonged exposure to HFD for 12 weeks strengthened hepatic fat accumulation, particularly in control mice that presented with extended areas of oversized LDs, which were less common in mutants (45.1% for controls, 6.5% for mutants of the hepatic section area, *P*  <  0.05) (Fig. 2l). Altogether, these data show that HNF4A^ΔIEC^ mutants maintain dietary and intestinal uptake of TGs and fatty acids, but are less susceptible to DIO metabolic dysfunctions than control mice.

**Fig. 2:**
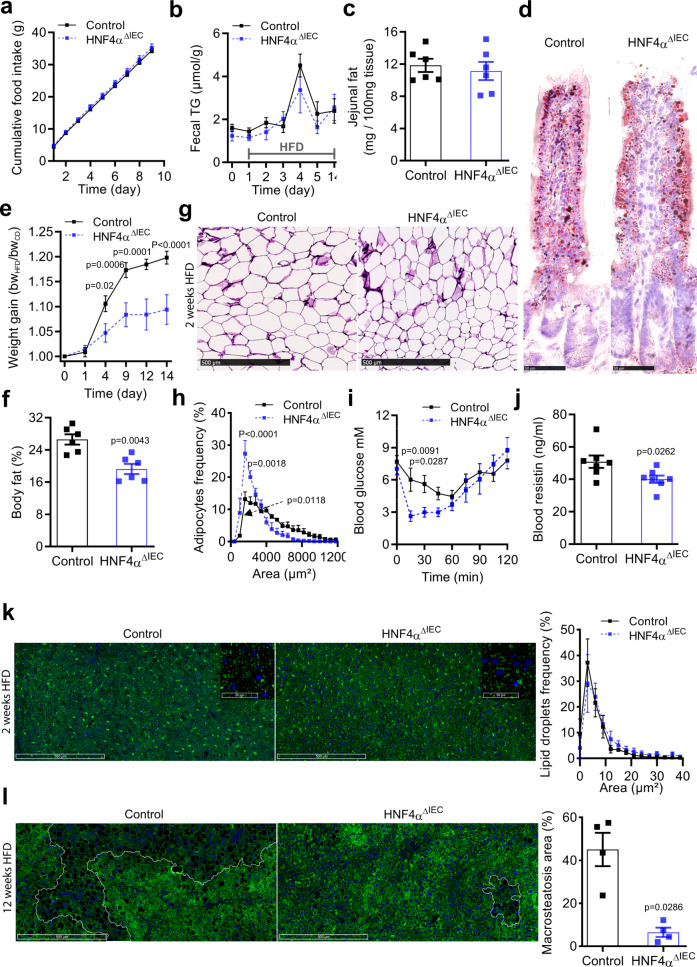
Loss of intestinal epithelial HNF4A improves metabolic fitness during both short and long-term HFD exposure. **a** Cumulative food intake monitored in metabolic cages for 9 consecutive days for both adult control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD (*n* = 5). Statistical comparisons were performed using two-way ANOVA followed by uncorrected Fisher’s LSD test. **b** Triglyceride levels in fecal lipid extracts measured using colorimetry in control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD (*n* = 6). Statistical comparisons were performed using two-way ANOVA followed by uncorrected Fisher’s LSD test. **c** Raw fat mass extracted from jejunum tissues of control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD for 2 weeks (*n* = 6). Statistical comparisons were performed using two-tailed Mann–Whitney test. **d** Representative jejunum villi stained with Oil Red O (ORO) from control and HNF4A^ΔIEC^ mutant mice fed a HFD for 2 weeks (*n* = 3). **e** Weight gain ratios of control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD for 2 weeks (*n* = 6). Statistical comparisons were performed using two-way ANOVA followed by uncorrected Fisher’s LSD test. **f** Percentage of total body fat of control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD for 2 weeks, from DXA analysis (*n* = 6). Statistical comparisons were performed using two-tailed Mann–Whitney test. eWAT histological sections (**g**) and histomorphometric analysis (**h**) from controls (black squares; *n* = 4) and HNF4A^ΔIEC^ mutant (blue squares; *n* = 3) mice fed a HFD for 2 weeks (three sections analyzed per sample). Statistical comparisons were performed using two-way ANOVA followed by uncorrected Fisher’s LSD test. **i** Insulin tolerance test (ITT) performed on control (black squares; *n* = 9) and HNF4A^ΔIEC^ mutant (blue squares; *n* = 5) mice fed a HFD for 2 weeks. Statistical comparisons were performed using two-way ANOVA followed by uncorrected Fisher’s LSD test. **j** Blood resistin levels measured using ELISA in control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD for 2 weeks (*n* = 7). Statistical comparisons were performed using two-tailed Mann–Whitney test. **k**–**l** Representative hepatic sections revealing lipid droplets (LDs) immunostained for ADFP (green) and counterstained with DAPI. **k** Homogeneity of hepatic LDs and size analysis for control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD for 2 weeks (*n* = 4). Statistical comparisons were performed using two-way ANOVA followed by uncorrected Fisher’s LSD test. **l** Heterogeneity of hepatic LD size and occurrence in areas of macrosteatosis (white circles) calculated for control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD for 12 weeks (*n* = 4). Statistical comparisons were performed using two-tailed Mann–Whitney test. Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

### HNF4A^ΔIEC^ mice display increased WAT metabolism, fat oxidation, and energy expenditure during HFD exposure

Early changes observed in the eWAT histology of HNF4A^ΔIEC^ mutants under HFD led us to investigate changes in gene expression in this tissue using qRT-PCR to measure gene transcripts associated with various metabolic lipid functions. Several transcripts involved in adipocyte insulin sensitivity, fatty-acid catabolism, mitochondrial biogenesis, and thermogenesis were upregulated in the eWAT of HNF4A^ΔIEC^ mutant mice (Fig. 3a). *Ucp1* and *Prdm16* were induced 14.5-fold (*P* < 0.05) and 1.5-fold (*P* < 0.01), respectively (Fig. 3b). Interestingly, UCP1, which is specific for BAT and beige adipose cells, is activated by long-chain fatty acids and acts as a mitochondrial proton carrier to generate heat instead of ATP^19^.

**Fig. 3:**
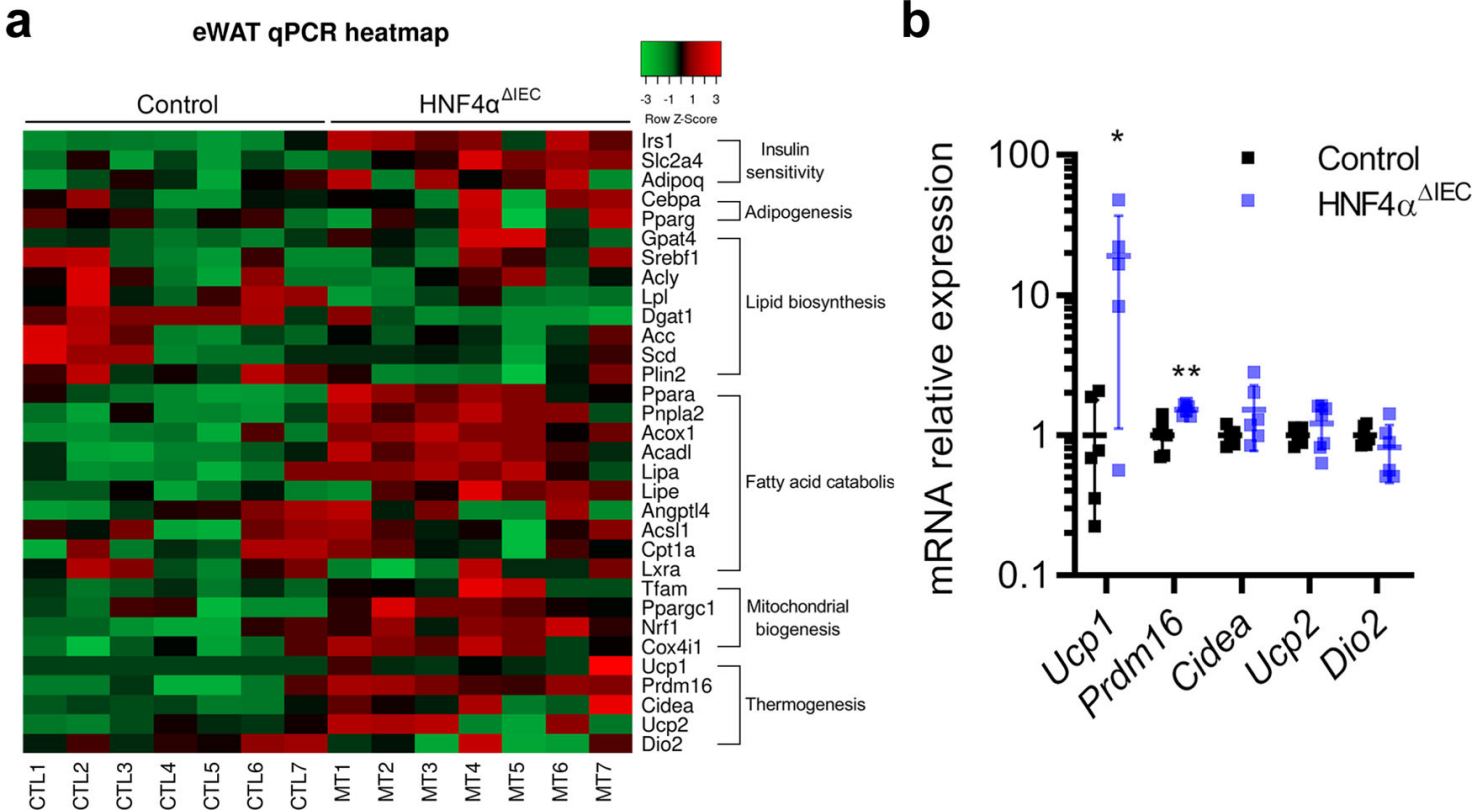
WAT metabolic gene signature in HNF4A^ΔIEC^ mutants under HFD. **a** Heatmap from RT**-**qPCR quantification of eWAT genes from control and HNF4A^ΔIEC^ mutant mice fed a HFD for 2 weeks (*n* = 7). The green to red color scale indicates intensity of negative to positive row *Z*-Score. **b** RT**-**qPCR quantification of thermogenesis-related genes from control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD for 2 weeks (*n* = 7). Statistical comparisons were performed using two-tailed Mann–Whitney test. Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

HNF4A^ΔIEC^ and control mice fed a HFD were then subjected to 18 fluorodeoxyglucose (FDG) positron emission tomography (PET)/computed tomography (CT) imaging to visualize metabolically active adipose tissues. BAT FDG uptake remained unchanged between HNF4A^ΔIEC^ and control mice (Fig. 4a). While inguinal WAT (iWAT) remained similar under these conditions, eWAT FDG uptake was significantly enhanced in HNF4A^ΔIEC^ mutant mice (2.57-fold; *P* < 0.01) (Fig. 4a). When relative WAT FDG was reported to BAT FDG fractional uptake, a significant and progressive decrease from BAT toward iWAT and eWAT was observed in control mice (Fig. 4b), as previously described^20^. In contrast, FDG avidity from both iWAT and eWAT did not differ from BAT in HNF4A^ΔIEC^ mutants (Fig. 4b), suggesting an increase in the overall WAT metabolic activities that meet the BAT normal activity. Collectively, WAT expression data and metabolic activities indicated WAT beiging of HNF4A^ΔIEC^ mutants under HFD. There is evidence supporting that WAT beiging and increased thermogenesis can lead to increased energy expenditure (EE)^21,22^. The effect of deleting intestinal epithelial HNF4A on the EE of mice fed a HFD was assessed using indirect calorimetry. Oxygen consumption was elevated in the HNF4A^ΔIEC^ mutants as monitored for 3 days (*P* < 0.05; Fig. 4c). When the data were specifically analyzed into light-dark circadian cycles, oxygen consumption was mainly enhanced during the light phase (Fig. 4d), indicating higher oxidative rates even during the resting period of mutant mice. The respiratory exchange ratio (RER) remained significantly below the control baseline during the active dark phase of the HNF4A^ΔIEC^ mutants (Fig. 4e). A lower RER is indicative of a metabolic switch to the preferential use of fat as an energy source^23^. The fat oxidation rate was calculated. As expected, control mice harbored a cyclic use of fat that is usually favored during resting and prolonged fasting periods but restrained during the use of carbohydrates during their active periods, with a significant difference between light and dark fat oxidation rates (Fig. 4f; *P* < 0.05)^24^. HNF4A^ΔIEC^ mutants lost this circadian rhythm (*P* = 0.43) and maintained higher fat oxidation rates, especially during the dark active phase (Fig. 4f). As a result, EE increased in mutant mice (Fig. 4g) and body temperature increased significantly under these conditions, potentially induced by elevated thermogenesis (Fig. 4h). Taken together, these data support a functional role for intestinal HNF4A in reducing WAT metabolic activity, fat oxidation, and EE under a HFD.

**Fig. 4:**
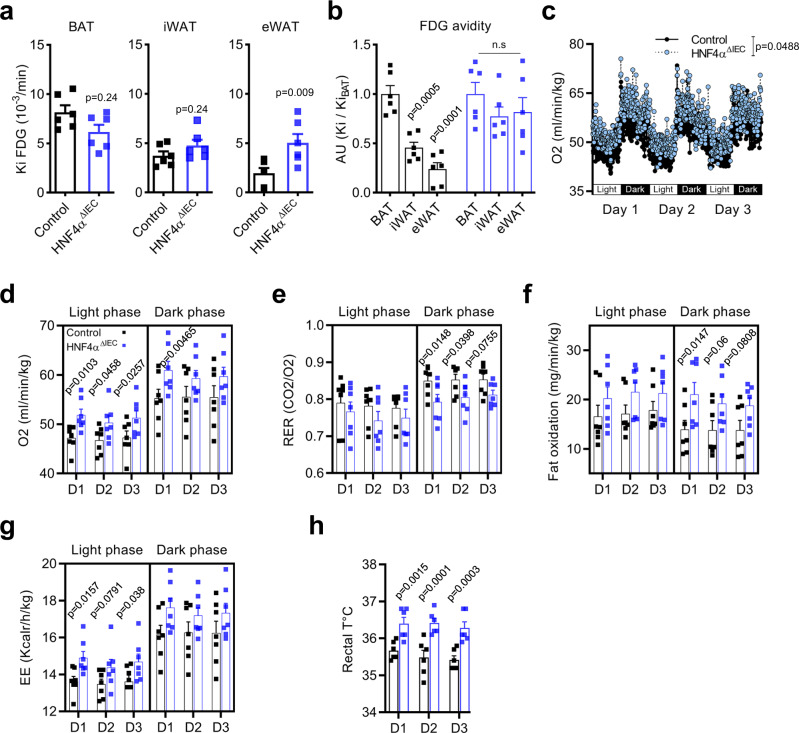
Loss of intestinal epithelial HNF4A impacts WAT metabolism, fat oxidation, and energy expenditure in mice fed a HFD. **a** PET estimates of metabolic rates based on FDG uptake (Ki) by BAT, iWAT, and eWAT from control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice fed a HFD for 2 weeks (*n* = 6 biologically independent animals). Statistical comparisons were performed using two-tailed Mann–Whitney test. **b** Relative WAT FDG were reported to BAT FDG fractional uptake (*n* = 6) Statistical comparisons were performed using two-way ANOVA followed by uncorrected Fisher’s LSD test. **c** Oxygen consumption from indirect calorimetry of control (black circles) and HNF4A^ΔIEC^ mice (blue circles) fed a HFD for 2 weeks (*n* = 7) Statistical comparisons were performed using two-way ANOVA test. Averages of oxygen consumption (**d**), respiratory exchange ratio RER (**e**) fat oxidation (**f**), and energy expenditure (EE) (**g**) per daily phases for the last 3 days of HFD for control (black squares) and HNF4A^ΔIEC^ mice (blue squares) (*n* = 7) Statistical comparisons were all performed using two-way ANOVA followed by uncorrected Fisher’s LSD test. **h** Rectal temperatures of control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice during the last 3 days of HFD (*n* = 6). Statistical comparisons were performed using two-way ANOVA followed by uncorrected Fisher’s LSD test. Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

### DIO resistance phenotype of HNF4A^ΔIEC^ mutants is rescued with GIP analog exposure

Our data support a role for intestinal HNF4A in WAT metabolism via non-cell-autonomous action involving a signaling molecule derived from the intestinal epithelium. Gene ontology identified multiple potential HNF4A targets (Supplementary Fig. 2b). Among them, *GIP* is transcriptionally regulated by HNF4A^13^ and we observed a reduction in *GIP* transcripts in the jejunum of HNF4A^ΔIEC^ mutants fed a HFD (2.7-fold, *P* < 0.05) (Fig. 5a).

**Fig. 5:**
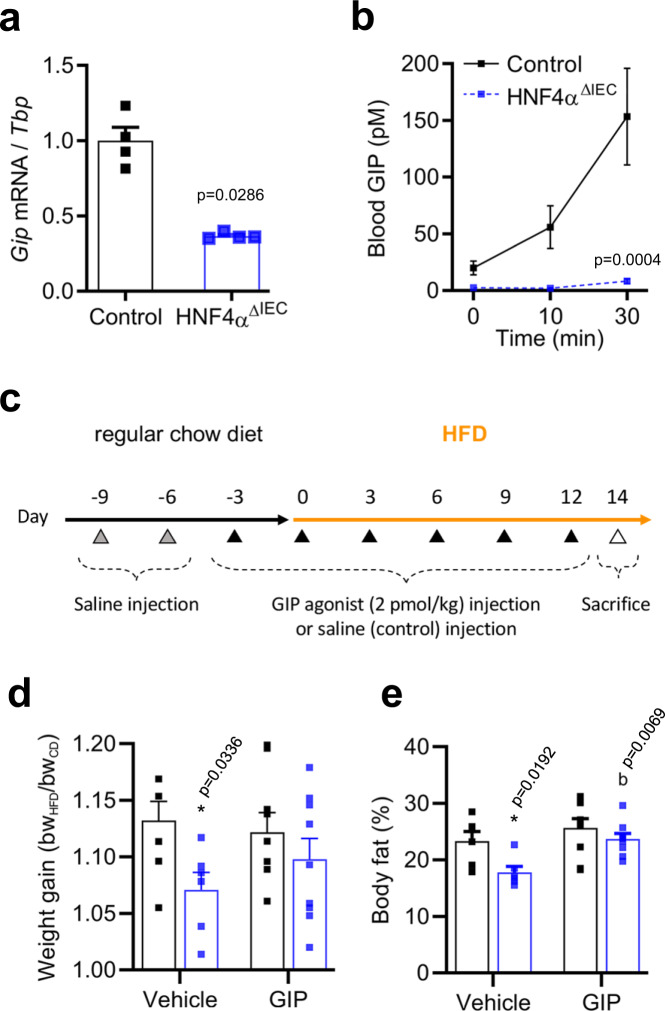
GIP analog exposure rescues the DIO resistance phenotype of HNF4A^ΔIEC^ mutants. **a** *Gip* transcript expression relative to *Tbp* in the jejunum of HFD fed control (black squares) and HNF4A^ΔIEC^ mutant (blue squares) mice (*n* = 4). Statistical comparisons were performed using two-tailed Mann–Whitney test. **b** Circulating GIP levels were determined using ELISA after OFTT in HFD fed control (black squares; *n* = 8) and HNF4A^ΔIEC^ mutant (blue squares; *n* = 5) mice. Statistical comparisons were performed using the two-way ANOVA followed by uncorrected Fisher’s LSD test. **c** Protocol timeline of HFD feeding and (D-Ala^2^)GIP[Lys^37^PAL] injections in both control and HNF4A^ΔIEC^ mutant mice. Weight gain (**d**) and body fat amount (**e**) of control (black squares) and HNF4A^ΔIEC^ mutant mice (blue squares) injected with saline (*n* = 7 for controls and *n* = 6 for mutants) or (D-Ala^2^)GIP[Lys^37^PAL] (*n* = 9 for both controls and mutants) at 2 pmol/kg and fed a HFD for 2 weeks. Statistical comparisons were performed using the two-way ANOVA followed by uncorrected Fisher’s LSD test. Asterisk indicates comparison versus control and mutant mice from the saline group, and b indicates comparison versus mutant mice from the saline and the GIP analog group. Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

Since GIP is secreted at a higher rate in obese mice^25^ and its release is sensitive to fat ingestion^26^, we assessed GIP response to an olive-oil bolus in HNF4A^ΔIEC^ mutants fed a HFD. Control mice displayed a rapid and marked increase in GIP release during this oral fat tolerance test (OFTT). HNF4A^ΔIEC^ mutant mice displayed blunted GIP release under these conditions (Fig. 5b). Because disruption of GIP signaling has previously been linked to DIO resistance in mice^27,28^, we took advantage of an enzymatically stable analog of GIP, (D-Ala^2^)GIP(Lys^37^PAL), with confirmed bioactivity and antidiabetic effects in mice fed an HFD^29^. HNF4A^ΔIEC^ mutant and control mice were injected for 24 days with saline or (D-Ala^2^)GIP(Lys^37^PAL) at a dose of 2 pmol/kg (Fig. 5c), estimated to be comparable to physiological levels and to what has been done before in rodents^30^. Weight gains of HNF4α^ΔIEC^ mutant and control mice treated with (D-Ala^2^)GIP (Lys^37^PAL) were statistically indistinguishable under these conditions, whereas HNF4A^ΔIEC^ mutants displayed a significant reduction in weight gain when exposed to saline (5%; *P* < 0.05) (Fig. 5d). Coincidently, the body fat composition of HNF4A^ΔIEC^ mutant and control mice remained similar under (D-Ala^2^)GIP(Lys^37^PAL) treatment, as opposed to a 24% reduction in total body fat content in HNF4A^ΔIEC^ mutants injected with saline (Fig. 5e), as observed above (Fig. 2f). These data indicate that stabilization of GIP circulating levels in HNF4A^ΔIEC^ mutants eliminates their resistance to fat mass gain when fed a HFD.

### GIP analog exposure reduces metabolic rates of white adipocytes

We then investigated whether GIP signaling directly affects adipose metabolism. Murine 3T3-L1 adipocytes are widely used as a WAT model and have been found to be typical of white adipocytes^31^. In addition, these cells have been shown to be GIP sensitive, with a positive impact on glucose uptake and adipocyte development^32^. The 3T3-L1 cells were differentiated in culture and exposed to increasing concentrations of (D-Ala^2^)GIP (Lys^37^PAL) to monitor the oxygen consumption rate (OCR), supplementing with chemical effectors that challenge mitochondrial function (Fig. 6a). While ATP-coupled respiration remained statistically unchanged regardless of (D-Ala^2^)GIP[Lys^37^PAL] supplementation (Fig. 6b), the uncoupled respiration of differentiated adipocytes was significantly lower at 500 pM (D-Ala^2^)GIP(Lys^37^PAL) (1.5-fold, *P* < 0.05) (Fig. 6c). Uncoupled respiration is a core feature of brown and beige fat that generates heat at the expense of high energy cost^19,33^. Maximal mitochondrial respiration induced by carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP) was reduced in differentiated adipocytes upon exposure to increasing concentrations of (D-Ala^2^)GIP(Lys^37^PAL), notably at 500 pM (1.7-fold, *P* < 0.01) (Fig. 6d). Similarly, spare respiratory capacity was also reduced by (D-Ala^2^)GIP(Lys^37^PAL) at 500 pM (1.9-fold, *P* < 0.001) (Fig. 6e), indicating a reduced ability of adipocytes to meet an increased energy demand under these conditions. (D-Ala^2^)GIP(Lys^37^PAL) supplementation of differentiated 3T3-L1 cells did not affect OCR driven by fatty-acid oxidation (FAO), as determined by the addition of etomoxir, a carnitine palmitoyltransferase-1 inhibitor (Fig. 6f). Finally, (D-Ala^2^)GIP(Lys^37^PAL) was able to switch the bioenergetic profile of adipocytes from energetic to quiescent, as measured by the OCR/extracellular acidification rate (ECAR) ratio (Fig. 6g).

**Fig. 6:**
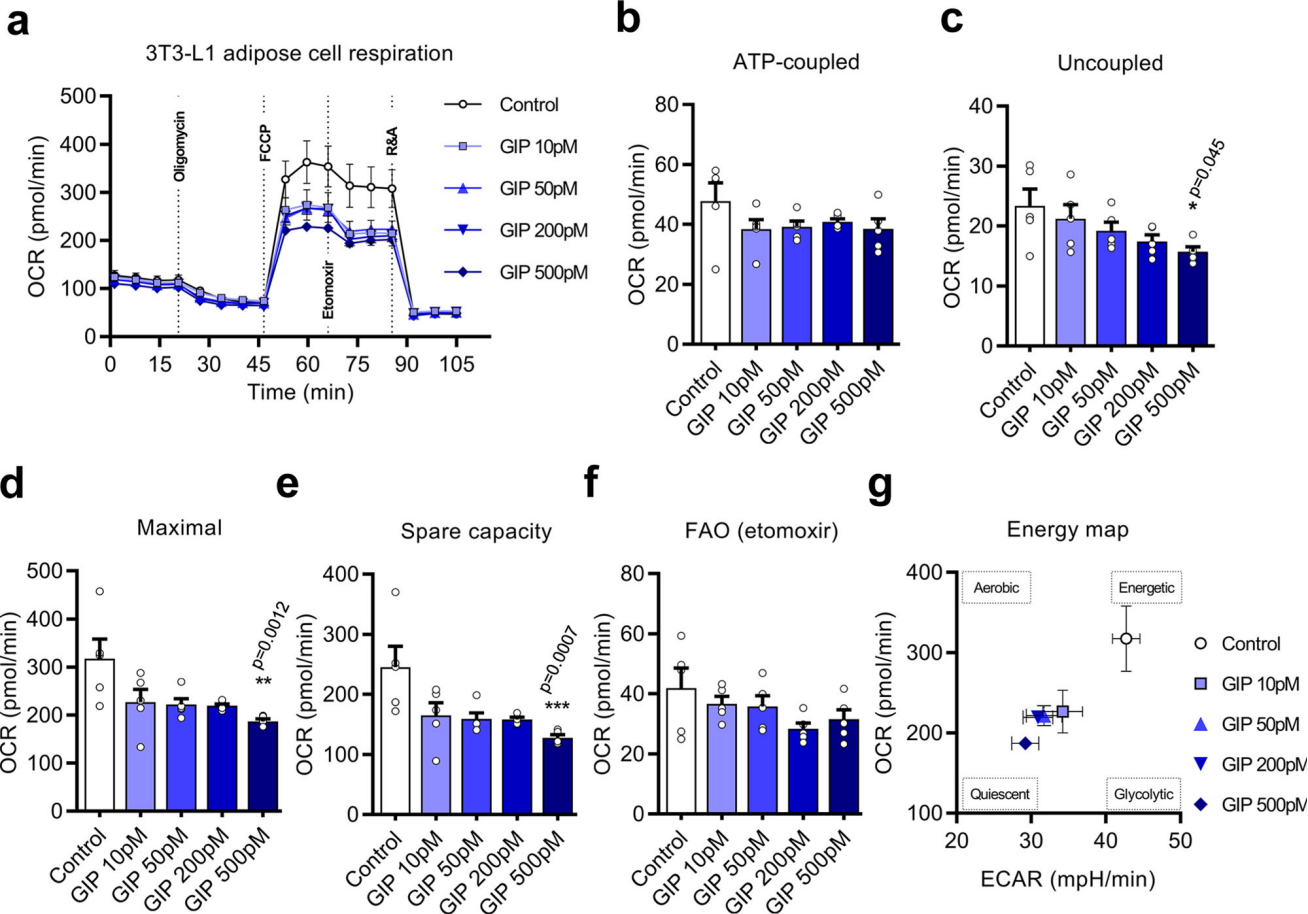
GIP analog exposure reduces metabolic rates of differentiated 3T3-L1 white adipocytes. **a** Seahorse oxygen consumption rate (OCR) data acquisition of differentiated 3T3-L1 cells exposed to gradient doses of (D-Ala^2^)GIP[Lys^37^PAL] (control: white circles, 10 pM: lavender blue squares, 50 pM: light blue triangles, 200 pM: blue inverted triangles, 500 pM: dark blue diamonds) (*n* = 5 biological independent samples over two independent experiments). ATP-coupled (**b**), uncoupled (**c**), maximal (**d**), spare capacity (**e**), and dedicated fatty-acid oxidation (FAO) (**f**) respiration parameters of differentiated 3T3-L1 cells exposed to (D-Ala^2^)GIP[Lys^37^PAL] during mitochondrial stress tests (*n* = 5 biological independent samples over two independent experiments, control: white columns, 10 pM: lavender blue columns, 50 pM: light blue columns, 200 pM: blue columns, 500 pM: dark blue columns). **g** Incidence of (D-Ala^2^)GIP[Lys^37^PAL] exposures upon metabolic performances of 3T3-L1 differentiated adipocytes (control: white circles, 10 pM: lavender blue squares, 50 pM: light blue triangles, 200 pM: blue inverted triangles, 500 pM: dark blue diamonds). Scatter plot of OCR against extracellular acidification rate (ECAR) as determined during the maximal mitochondrial respiration phase (*n* = 5 biological independent samples over two independent experiments). Statistical comparisons for all panels were performed using Kruskal–Wallis followed by Dunn’s test. Data are presented as mean values ± SEM. Source data are provided as a Source Data file.

To further investigate the effect of (D-Ala^2^)GIP(Lys^37^PAL) on WAT metabolism, mice were exposed to the same protocol described above (Fig. 5c). A transcriptomic analysis was performed on both iWAT and eWAT from mice injected or not injected with the agonist. This analysis identified 562 genes for iWAT (Fig. 7a) and 75 genes for eWAT (Fig. 7b) that were differentially expressed (FDR < 0.05) between control and (D-Ala^2^)GIP(Lys^37^PAL)-injected mice. 

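RNA was sequenced from inguinal and epididymal WAT (iWAT and eWAT), with 3 mice injected with saline and 3 injected with the GIP analog for each tissue, 12 samples in all. The analog is an acylated agonist of the GIP receptor. It was given under the skin 5 times at 2 pmol/kg over 2 weeks of HFD, after 3 injections in 10 days on chow, of which the last held the analog and the earlier ones saline. The saline mice received 5 injections of saline on HFD. The authors made libraries of polyadenylated RNA from 200 ng of RNA per sample and sequenced them as paired reads. They trimmed the reads with Trim Galore 0.6.4, aligned them with Rsubread to GRCm38, filtered genes of low count with DESeq2 1.32.0 and compared the treatments within each tissue with edgeR 3.34.0. The values used here come from the authors' deposited table for each tissue, which gives for 27179 genes a log2 fold change, an average log2 CPM, a likelihood ratio, its p-value and an FDR. The names of the 12 columns of values per sample match no sample label, so these columns were not used. The depth of each sample is therefore unknown here, and no level or error per mouse is given. The table does not state which treatment a positive log2 fold change stands for, and its name puts saline before the analog. Fig. 7a,b, drawn as GIP against saline, give the same sign as the table for 33 of 33 labelled genes in iWAT and 13 of 13 in eWAT, and genes are called positive or negative by that sign. Genes with an average CPM of at least 1 were tested, 13837 in iWAT and 13657 in eWAT, and the authors' p-values were adjusted over these genes by the Benjamini-Hochberg method. The authors' own FDR is missing for 7930 genes in iWAT and 8697 in eWAT, Ucp1 among them. Gene lists fixed before the data were examined were tested against all other genes with limma's cameraPR on the signed square root of the likelihood ratio, 2-sided, with a preset inter-gene correlation of 0.01. Whether these calls hold with an estimated correlation was not tested, since the estimate needs values per sample. The p-values of the lists compare genes with other genes and take members as nearly independent, so they do not measure the spread between mice.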

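In iWAT, most tested genes of the B cell, T cell and lymph node lists were negative, while genes of thermogenic fat stood among the largest positive changes. Of 30 B cell genes, 29 were negative and none was positive (29 when adjusted over the list alone), with a median log2 fold change of −5.11 (limma's cameraPR, adjusted p = 1.06e-92). Fig. 7a labels 15 of these 30 genes, so their direction is not independent evidence. Of 27 T cell genes, 25 were negative (27 when adjusted over the list alone), with a median of −2.78 (adjusted p = 1.11e-30 from the same test). Among 15 genes of lymph node stroma and sinuses, 11 were negative and 1 was positive, also when adjusted over the list alone, with a median of −2.89 (adjusted p = 2.51e-15); Fig. 7a labels 2 of them. Cd79a, a signaling chain of the B cell receptor (gene 12518, chromosome 7 of GRCm38 from 24897497 to 24901858), had a log2 fold change of −6.70 in the authors' deposited table, and its p from edgeR adjusted over the genes tested was 5.76e-18. The interleukin-7 receptor Il7r stood at −4.87 in the authors' deposited table, and Ccr7, a chemokine receptor that guides lymphocytes to lymph nodes, at −4.54. Ccl19, a chemokine of lymph node stroma, had −6.12 and Chst4, a sulfotransferase of high endothelial venules, −8.11 in the authors' deposited table. On the positive side, the authors' deposited table gives 2.71 for Ucp1, the uncoupling protein of brown and beige adipocytes (gene 22227, chromosome 8 from 83290348 to 83298456; adjusted p = 1.52e-04 over the genes tested). Fabp3, a carrier of fatty acids in oxidative tissues, had 2.64, the fatty-acid elongase Elovl3 2.79 and the kininogen Kng2 3.93 in the authors' deposited table. The list of macrophage and monocyte genes also leaned positive, with 6 positive and 1 negative of 26 (7 and 1 when adjusted over the list alone). Its median was 0.30 (limma's cameraPR, adjusted p = 7.44e-04), but it did not pass in preranked GSEA on log2 fold change (adjusted p = 0.0750). Across all genes, 1001 passed an adjusted p under 0.05, of which 237 were positive and 764 negative. An absolute log2 fold change above 1.5 left 551 genes, 31 positive and 520 negative, and 99 of the negative ones are immunoglobulin or T cell receptor segments, which share reads and are uncertain one by one. Of the 551 genes, 367 are also called by the authors. Without the limit on expression 836 genes passed both thresholds. The columns of values per sample were not used, so the number of mice that carry the lymphocyte signal is unknown here.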

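In eWAT, the lists of NK cells, T cells and macrophages passed on the positive side, and those of ribosomal RNAs and endothelium on the negative side. Of 12 genes of NK and cytotoxic lymphocytes, 10 were positive and none was negative (11 and none when adjusted over the list alone), with a median log2 fold change of 1.74 (limma's cameraPR, adjusted p = 1.62e-18). Fig. 7b labels 4 of these 12 genes, so their direction is not independent evidence. Il2rb, a chain of the interleukin-2 receptor (gene 16185, chromosome 15 of GRCm38 from 78479256 to 78511621), had a log2 fold change of 2.29 in the authors' deposited table, with p = 7.16e-10 from edgeR after adjustment over the genes tested. The chemokine receptor Cxcr3 stood at 2.05 and the chemokine Ccl5 at 1.58 in the authors' deposited table. Among 17 T cell genes, 9 were positive and none negative (14 when adjusted over the list alone), with a median of 1.25 (adjusted p = 4.53e-11); Cd3e, part of the T cell receptor complex, had 1.70 in the authors' deposited table. Among 26 macrophage and monocyte genes, 10 were positive and none negative (16 when adjusted over the list alone), with a median of 0.74 (adjusted p = 3.72e-10); the macrophage receptor Adgre1 had 1.20 in the authors' deposited table. Of 25 endothelial genes, 17 were negative and none positive (19 when adjusted over the list alone), with a median of −0.74 (adjusted p = 1.15e-11). The tight junction gene Cldn5 stood at −1.07 and Pecam1, an adhesion molecule of endothelium, at −0.74 in the authors' deposited table. All 5 tested RNAs that lack a poly(A) tail or are ribosomal were negative, also when adjusted over the list alone. Their median was −1.84 (adjusted p = 5.44e-46, and 8.87e-04 with a rank-based cameraPR, chosen after seeing the data). Fig. 7b labels 4 of these 5 RNAs, so their direction is not independent evidence. These RNAs include the mitochondrial ribosomal RNA mt-Rnr1 (gene 17724, mitochondrial genome from 70 to 1024), with −1.92, and the 7SK RNA Rn7sk, with −2.05 in the authors' deposited table. Across all genes, 1433 passed an adjusted p under 0.05, with 383 positive and 1050 negative. An absolute log2 fold change above 1.5 left 81 genes, 37 positive and 44 negative, of which 56 are also called by the authors. This count was 122 without the limit on expression and 45 with an average log2 CPM of at least 1, and over the authors' own set of genes 756 passed the adjusted p alone.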

GSEA showed a significant reduction in fatty-acid metabolism (Fig. 7c), oxidative phosphorylation (Fig. 7d), mitochondrial beta-oxidation (Fig. 7e), and adipogenesis (Fig. 7f) of iWAT after agonist treatment. 

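In iWAT, the genes of all 4 processes leaned to the positive side of the authors' comparison, by median log2 fold changes between 0.29 and 0.64, with no member negative past the threshold. Under the sign of Fig. 7a, drawn as GIP against saline, this is opposite to the reductions that the paper states. Which treatment a positive sign stands for is not settled. Of 81 nuclear genes of oxidative phosphorylation, 79 had a log2 fold change above 0, and 7 passed an adjusted p under 0.05, all positive (24 when adjusted over the list alone). Their median was 0.62 (limma's cameraPR, adjusted p = 5.59e-22). Cox7a1, a subunit of complex IV found in muscle and brown fat (gene 12865, chromosome 7 of GRCm38 from 30184171 to 30186030), had 2.04 in the authors' deposited table (adjusted p = 2.22e-05 over the genes tested, from edgeR). Atp5b, a subunit of ATP synthase, had 0.89 and Cox7a2, a further subunit of complex IV, 0.73 in the authors' deposited table. All 34 genes of mitochondrial beta-oxidation lay above 0, and 10 passed (22 when adjusted over the list alone), with a median of 0.64 (adjusted p = 8.94e-16). Acot11, an acyl-CoA thioesterase (gene 329910, chromosome 4 from 106744555 to 106805007), stood at 2.98, Cpt1b, needed for long-chain fatty acids to enter mitochondria, at 1.60, and the thiolase Acaa2 at 1.22 in the authors' deposited table. Fatty-acid metabolism, which joins oxidation, synthesis and uptake, had 18 positive members of 90 (31 when adjusted over the list alone) and a median of 0.48 (adjusted p = 3.12e-19). Acacb, the acetyl-CoA carboxylase that controls fatty-acid entry into mitochondria, had 1.11 in the authors' deposited table. Adipogenesis and adipocyte identity had 5 positive members of 64 (6 when adjusted over the list alone) and a median of 0.29 (adjusted p = 1.33e-07). The adipokine Cfd had 0.78 in the authors' deposited table, while the master regulator Pparg had 0.00 and the adipokine Adipoq 0.35, with adjusted p of 1.000 and 0.336 from edgeR. None of the members of these lists was negative at an unadjusted p under 0.05. A preranked GSEA of the same lists gave a NES of 3.65 for oxidative phosphorylation, 3.39 for fatty-acid metabolism, 3.10 for beta-oxidation and 2.81 for adipogenesis. The scores printed in Fig. 7c–f, read by eye and for gene sets that the text does not name, are about −3.5, −2.6, −2.5 and −3.1 in that order. In the same comparison 12 of 19 plasma cell genes were negative (13 when adjusted over the list alone; 8 are labelled in Fig. 7a), with a median of −5.64 (adjusted p = 4.64e-32).

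**Figure D1:**
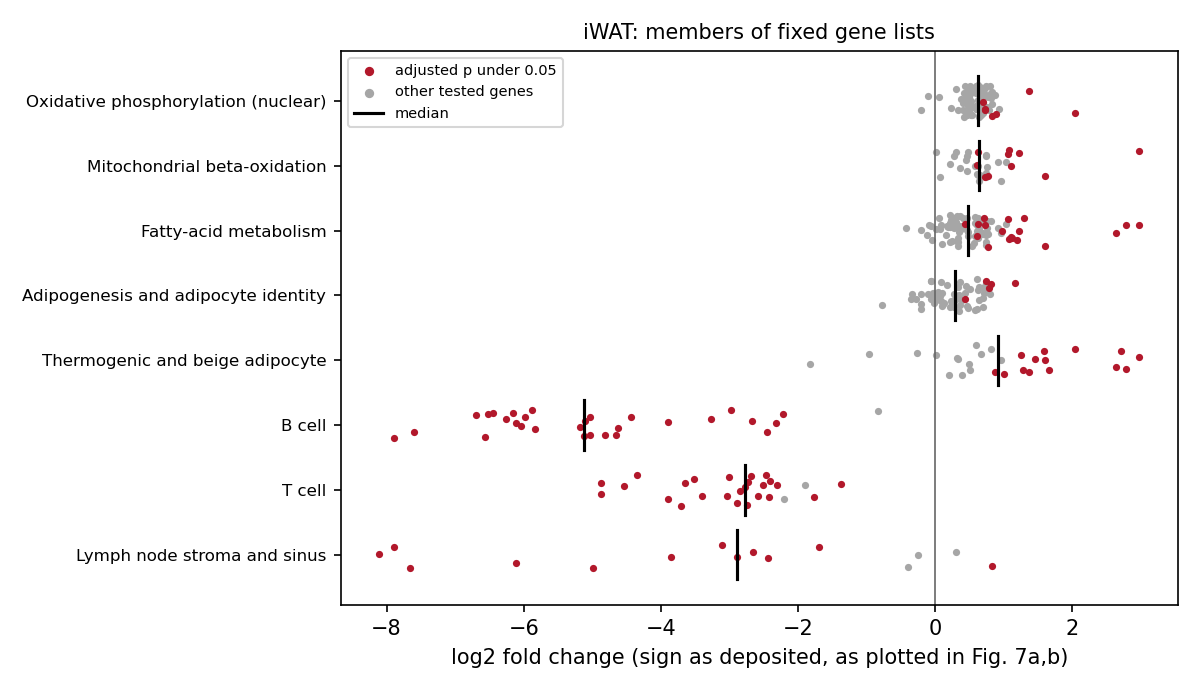
Log2 fold change in iWAT (horizontal axis, sign as in the authors' deposited table) of the tested members of fixed gene lists; each point is a gene, in color where its adjusted p is under 0.05, and the bar is the median of the list. The B cell genes sit around −5.11, and the genes of mitochondrial beta-oxidation sit above 0.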

Similar results were also observed in eWAT, with significant reductions in fatty-acid metabolism (Fig. 7g) and oxidative phosphorylation (Fig. 7h).

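In eWAT, the 13 protein-coding genes of the mitochondrial genome were all negative, whereas the nuclear genes of oxidative phosphorylation lay close to 0. Those of fatty-acid metabolism leaned slightly to the positive side, with called genes in both directions. The 13 mitochondrial genes passed also when adjusted over the list alone, with a median log2 fold change of −1.26 (limma's cameraPR, adjusted p = 1.62e-44), and Fig. 7b labels 2 of them. With a rank-based cameraPR, chosen after seeing the data, the adjusted p was 6.71e-08. These genes share a genome and may vary together across mice, which neither p-value takes into account. ND3, a subunit of complex I (gene 17718, mitochondrial genome of GRCm38 from 9459 to 9806), had −1.63 in the authors' deposited table (adjusted p = 9.65e-10 over the genes tested, from edgeR). COX3 of complex IV had −1.25 and CYTB of complex III −0.94 in the authors' deposited table. Rn45s, the precursor of cytosolic ribosomal RNA, which a poly(A) library is made to leave out, had −1.80 in the authors' deposited table. Of 81 nuclear genes of oxidative phosphorylation, none passed in either direction, nor when adjusted over the list alone, and 1 was positive and 2 were negative at an unadjusted p under 0.05. Their median was −0.09 (adjusted p = 0.700), and a preranked GSEA gave a NES of −0.99. Of 85 genes of fatty-acid metabolism, 60 lay above 0 and 25 below. Of these genes, 4 were positive and 4 negative past the threshold (3 and 3 when adjusted over the list alone), with a median of 0.16 (adjusted p = 0.0492) and a NES of 1.45. A negative gene of this list and of the adipocyte list, the fatty-acid carrier Fabp4, had −0.25 at a likelihood ratio of 277 in the authors' deposited table. Without it, a setting chosen after seeing the data, the adjusted p was 0.00827 for fatty-acid metabolism and 0.162 for adipocyte identity. Among the positive ones, the desaturases Scd1 and Fads1 had 0.69 and 0.81 in the authors' deposited table. Among the negative ones, Mcat, which feeds mitochondrial fatty-acid synthesis, had −0.94 and Gpihbp1, which holds lipoprotein lipase on capillary endothelium, −0.82 in the authors' deposited table. In the same comparison 17 of 25 endothelial genes were negative (19 when adjusted over the list alone), with a median of −0.74, and the medians were 1.74 for NK cell, 1.25 for T cell and 0.74 for macrophage genes. No gene of mitochondrial beta-oxidation passed among 32, nor when adjusted over the list alone, and 1 was positive at an unadjusted p under 0.05 (median 0.16, adjusted p = 0.114). Adipogenesis and adipocyte identity had 2 positive and 5 negative members of 64, also when adjusted over the list alone, with a median of 0.11 (adjusted p = 0.614) and a NES of the opposite sign, −1.08. Cebpa, a transcription factor of adipocyte differentiation, had −0.98 in the authors' deposited table. The call for fatty-acid metabolism ended in a preranked GSEA on the signed root (adjusted p = 0.0509) but not on log2 fold change (0.00656), and ended with an inter-gene correlation preset at 0.05 (0.330), over a range from 0.00452 to 0.330 across the settings tried. Whether the response differs between iWAT and eWAT was not tested.

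**Figure D2:**
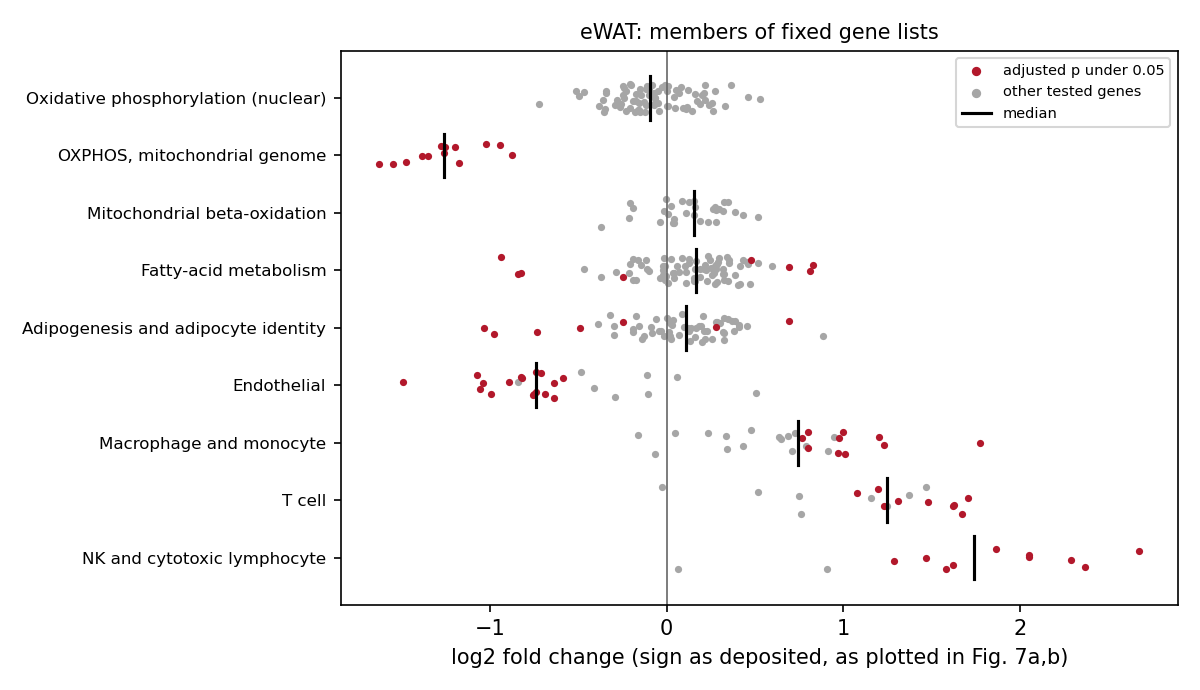
Log2 fold change in eWAT (horizontal axis, sign as in the authors' deposited table) of the tested members of fixed gene lists; each point is a gene, in color where its adjusted p is under 0.05, and the bar is the median of the list. The 13 genes of the mitochondrial genome sit around −1.26, apart from the nuclear genes of oxidative phosphorylation.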

**Fig. 7:**
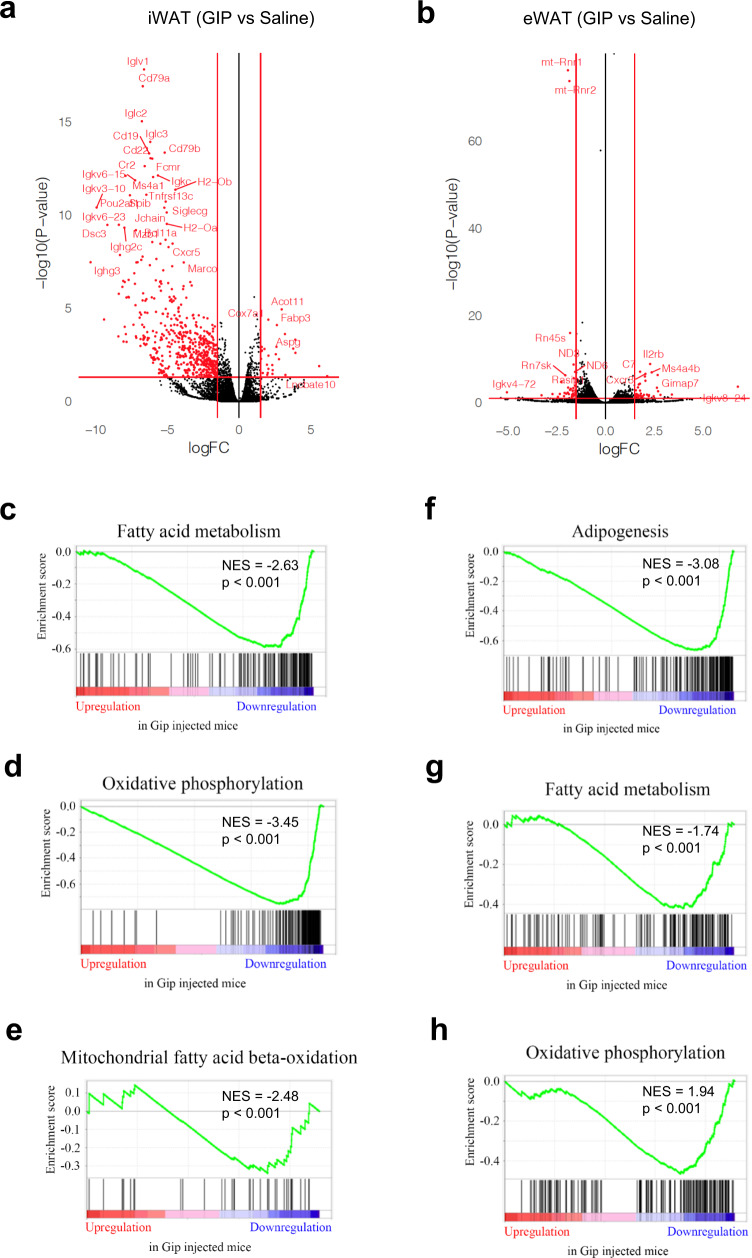
GIP analog exposure influences WAT transcriptome in mice fed a HFD. Volcano plots of differential gene expression obtained from RNA-seq of iWAT (**a**) and eWAT (**b**) after GIP analog exposure. iWAT RNA-seq data were analyzed using GSEA to evaluate changes in fatty-acid metabolism (**c**), oxidative phosphorylation (**d**), mitochondrial fatty-acid beta-oxidation (**e**) and adipogenesis (**f**). eWAT RNA-seq data were also analyzed for changes in fatty-acid metabolism (**g**) and oxidative phosphorylation (**h**). NES (normalized enrichment score) and nominal *p* value are depicted.

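The lists of thermogenesis and of triglyceride synthesis passed their test on the positive side in iWAT, and neither passed in eWAT. Of 28 thermogenic and beige adipocyte genes, 14 were positive and none negative in iWAT (19 and 1 when adjusted over the list alone), with a median log2 fold change of 0.91 (limma's cameraPR, adjusted p = 1.86e-14); Fig. 7a labels 2 of them. Cidea, a lipid droplet protein of brown fat, had 1.58, Dio2, which activates thyroid hormone, 1.66, and Ppara, a nuclear receptor of fatty acids, 1.46 in the authors' deposited table. Their p from edgeR, adjusted over the genes tested, was 0.00130, 0.0204 and 4.30e-04. The regulators Ppargc1a and Prdm16 had 0.49 and 0.20 in the authors' deposited table and did not pass (adjusted p = 0.160 and 0.765). In the same comparison the B cell, T cell and plasma cell lists had medians of −5.11, −2.78 and −5.64. Among 16 genes of triglyceride synthesis in iWAT, 3 were positive and none negative (5 when adjusted over the list alone), with a median of 0.42 (adjusted p = 3.70e-05). Glycerol kinase Gk had 1.25 and Pck1, an enzyme of glyceroneogenesis, 0.82 in the authors' deposited table. Fatty-acid synthesis and desaturation had 6 positive members of 23 and no negative one (10 when adjusted over the list alone), with a median of 0.58 (adjusted p = 6.44e-09). Among 22 genes of lipolysis and the lipid droplet, 1 was positive and 1 negative (2 and 1 when adjusted over the list alone), with a median of 0.34 (adjusted p = 5.47e-04). The lipase Pnpla2 had 0.64 and the hormone-sensitive lipase Lipe 0.40 in the authors' deposited table, with adjusted p of 0.0549 and 0.398. In eWAT, 2 thermogenic genes of 19 were positive and 4 negative (2 and 5 when adjusted over the list alone; median −0.38, adjusted p = 0.146). Of 16 genes of triglyceride synthesis in eWAT, 1 was positive, also when adjusted over the list alone, and this gene, the acyltransferase Gpam, had 0.75 in the authors' deposited table (list median 0.13, adjusted p = 0.188). Lipolysis had 1 negative member of 22 in eWAT (none when adjusted over the list alone), with a median of 0.04, a mean just under 0 and an adjusted p of 0.699. The receptor of the analog, Gipr (gene 381853, chromosome 7 of GRCm38 from 19156063 to 19170248), had an average CPM of 1.06 in iWAT and 1.17 in eWAT in the authors' deposited table. Its log2 fold change was −0.39 in iWAT and −0.11 in eWAT in the authors' deposited table (adjusted p = 0.752 and 0.917 from edgeR). From its data taken together, the paper proposes a mechanism in white adipocytes.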

Taken together, our data point to a mechanism for the GIP analog negatively affecting the metabolic rate of white adipocytes, resulting in a reduction in EE and an increase in fat energy storage in the WAT of mice fed a HFD.

## Discussion

HNF4A, as observed for many nuclear receptors, plays a central role in regulating metabolic features. For instance, HNF4A regulates insulin signaling in the pancreas and carbohydrate and fatty-acid metabolism in the liver. There is clinical interest in positively targeting HNF4A in drug metabolism and fatty liver diseases^34,35^. Our findings point to a nonessential role of HNF4A in regulating fatty-acid transport and metabolism in the intestinal epithelium. Thus, it is likely that lipid handling and metabolism in enterocytes are covered by redundant roles of HNF4 orthologs^11,15^. However, our work identified a pivotal non-cell-autonomous function for gut HNF4A by itself in controlling fat usage under DIO. GIP is exclusively produced by the small intestine, and we recently showed that HNF4A acts as a positive regulator of *Gip* transcription^13^. We also found a modest reduction in circulating GIP levels after an oral glucose tolerance test, with no effect on glucose homeostasis in mice deficient for HNF4A in the intestine^13^. These observations contrast with our observation of GIP secreted levels being drastically reduced in HNF4A^ΔIEC^ mutant mice after lipid exposure. In addition to its transcriptional role on *Gip*, it is most likely that HNF4A plays a complementary role in GIP secretion after exposure to a lipid bolus; however, the exact nature of these mechanisms awaits further elucidation.

Unlike the liver, our data indicate a beneficial effect of inhibiting HNF4A in a gut-specific manner in minimizing the impact of DIO. These data are consistent with the lean phenotype of MODY1 patients, a feature that distinguishes itself from T2DM patients with obesity^36^. Although currently, there has been no direct functional association reported between HNF4A and GIP expression in the context of these diseases, some case reports have suggested possible relationships between GIP altered circulating levels in MODY1 patients. One described the discovery of *RFX6* variants enriched in a MODY1 cohort that were associated with lower fasting and stimulated levels of GIP^37^. Another report described a young patient bearing a mutation in *HNF4A* (MODY1) with an impaired incretin response that includes GIP^38^. Determining whether such a regulatory circuit between HNF4A and GIP is of functional importance in normal and diseased individuals with obesity requires further investigation.

GIP signaling has previously been shown to contribute to DIO in multiple mouse models. *Gipr*^−/−^ mice are resistant to DIO with high similarities to HNF4A^ΔIEC^ mutants^27^, while deletion of GIPR specifically in WAT results in similar DIO resistance features including reduced body weight, insulin resistance and hepatic steatosis^39^. Our data demonstrate that in the absence of gut HNF4A, mice fed a HFD displayed an increase in overall WAT metabolic activities at comparable levels to BAT activity. In addition, the injection of a GIP analog potently influenced the WAT transcriptome with modifications associated with a reduction in fatty-acid metabolism, oxidative phosphorylation, and mitochondrial beta-oxidation. Taken together, these observations support the natural positive adiposity potential of GIP in WAT. In accordance with this, *Gipr* expression has been reported to be more important in WAT than in BAT^40^. Whether GIP signaling preferentially inhibits the metabolic activity of WAT based on the availability of GIPR is possible in this context.

There is currently a great deal of controversy over the physiopathological impacts of pharmacologically targeting GIP in the context of weight management, as well as for its therapeutic potential during diabetes, metabolic syndrome, and obesity^41^. One study that used the same GIP agonist reported a lack of any effect on total body fat composition when administered to mice that were already obese^29^. More recently, optimized GIP analogs were able to modestly reduce body weight gain in steady-state obese mice; this effect was strictly dependent on food intake changes^42^. One important difference with our study is that our mouse model is severely impaired in GIP secretion upon exposure to dietary fat. Other data consistent with our observations support the anti-obesity effects of GIPR antagonists, at least in mice^43^. To add to this controversy, there is a great deal of divergence in the literature regarding the physiological versus supraphysiological doses for GIP agonists. In terms of animal physiology, the basal circulating level of GIP ranges between 10 and 40 pM and can reach 100–500 pM after lipid ingestion. The observed antidiabetic effects of some GIP agonists have been observed at doses up to a thousand times higher than the normal physiological circulating levels for GIP. We administered a GIP analog at close to the normal physiological level and thus our data must be interpreted in this context.

One important limitation of our study was its focus on male subjects. Although we observed that female HNF4A^ΔIEC^ mice displayed similar resistance to DIO, this observation does not warrant the conclusion that the same mechanism operates in both sexes, as recently noted^44^. This aspect deserves further consideration, especially in the design of clinical studies to follow up on our findings.

In conclusion, our results indicate a previously unsuspected role of HNF4A in positively contributing to adipogenesis via non-cell-autonomous mechanisms (Fig. 8). This insulinotropic effect of GIP is diminished in human patients, while administration of dual GLP1R/GIPR agonists showed beneficial effects on glycemic control and body weight in these patients. Whether GIP represents a gut-derived molecule with WAT beiging properties is a compelling prospect. Although our results support a negative effect of GIP on adipocyte mitochondrial respiration and energy status, the introduction of a stabilized GIP agonist and its potential impact on WAT metabolic activity in vivo could be indirect and involve hormone cascade pathways. Only a few of these molecules have been confirmed to play such a role^45^ while gut-derived Fgf15, an important regulator of EE, can stimulate the BAT thermogenic program^46,47^. Our findings open up further prospects for exploiting the HNF4A-GIP regulatory loop for the treatment of metabolic disorders.

**Fig. 8:**
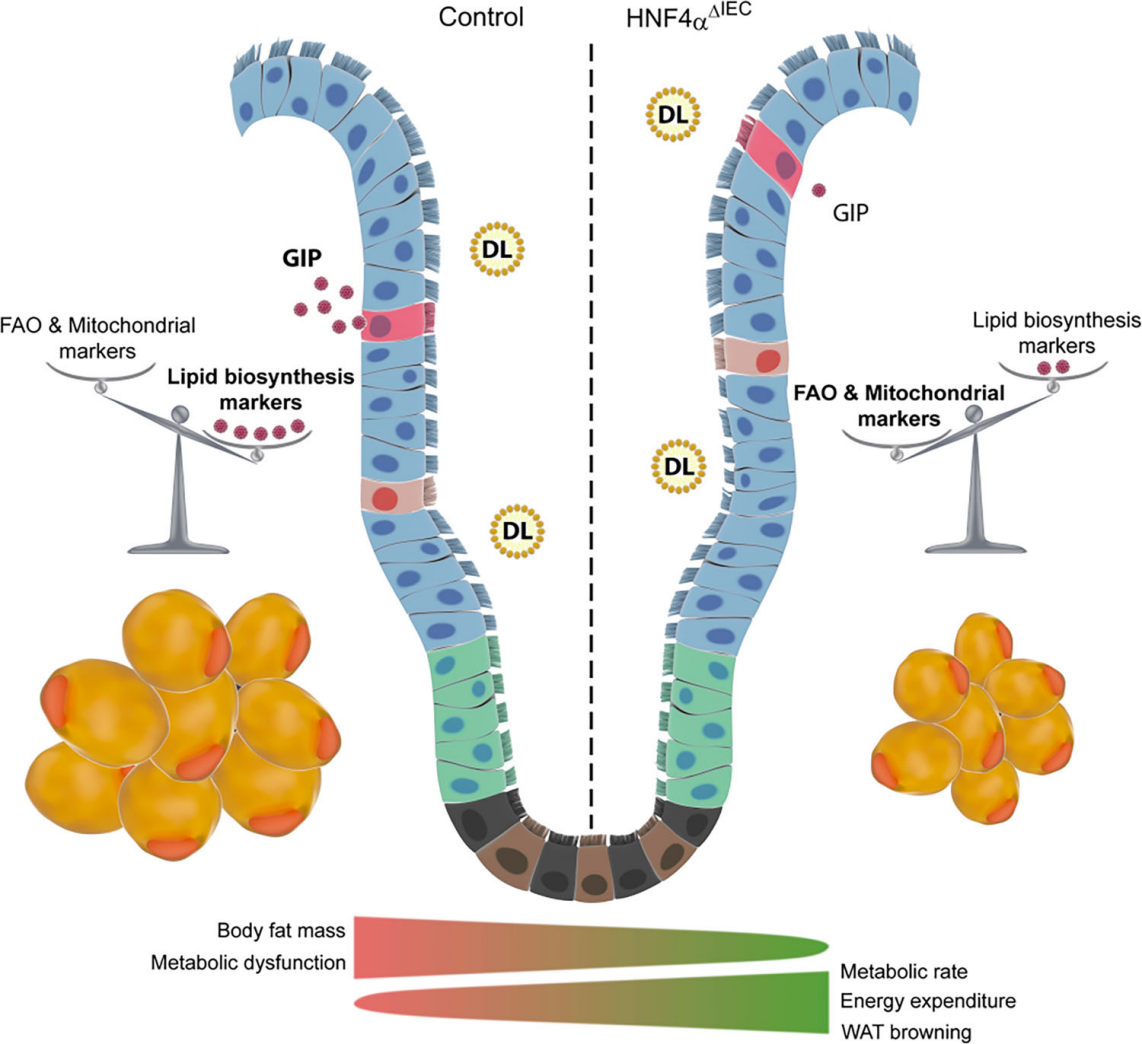
A model for gut-specific action of HNF4A on fat metabolism. Schematic overview of the impact of HNF4A intestinal deletion on GIP production, energy expenditure, and WAT metabolism in mice fed an HFD.

## Methods

### Animals

Mice were maintained in standard housing conditions at 23 °C in a specific pathogen-free) facility and received ad libitum food and water. Diets used are specified in the figure legends and included a regular chow (Charles River Rodent Diet 5075; 2.89 kcal/g) composed of 55.2% carbohydrates, 18% proteins, and 4.5% fat and a HFD (TestDiet 58V8; 4.65 kcal/g) composed of 41.2% carbohydrates, 21.3% proteins, and 23.6% fat. C57BL/6J-*Hnf4a*^*loxP/+*^ mice^13^ were first crossed with C57BL/6-*12.4KbVil*Cre mice^48^ to generate *12.4KbVil*Cre*/Hnf4a*^*loxP/+*^ mice, which were subsequently bred with *Hnf4a*^*loxP/loxP*^ mice to produce *12.4KbVil*Cre*/Hnf4a*^*loxP/loxP*^ (HNF4A^ΔIEC^) mutant mice and their controls. Mice were genotyped with DNA isolated from tail biopsies^12,49^. Experiments were carried out using 12–16-week-old mice kept with a limited number of mice per cage. Female mice were also used to study the effect of HFD on weight gain for both genotypes. For metabolic analyses, male mice were individually placed in metabolic cages and provided with food and water at libitum while being housed on a reverse light-dark cycle^13^. Plasma samples, organs, and tissues were stored at −80 °C prior to use. All procedures were approved by the Institutional Animal Research Review Committee of the Université de Sherbrooke (approval 102-18) and are compliant with animal Ethical Regulations. Body composition of post-mortem mice was measured using dual-energy X-ray absorptiometry with a PIXIMUS mouse densitometry apparatus (Lunar Corporation, Madison, WI, USA).

### Insulin and oral fat tolerance testing

Mice fed a HFD were fasted for 4 h for fasting blood glucose measurements, or before an ITT or OFTT. ITT was performed subcutaneously at a 0.75 mUi/g body weight dose. Tail vein blood glucose was recorded prior to the assay and every 15 min for 2 h with a glucometer. OFTT was performed with olive oil at a dose of 5 µL/g body weight. Blood was sampled prior to oil gavage and after 15 and 30 min. Plasma was recovered by adding a 10% (vol/vol) anticoagulant mix to blood composed of 0.02 mg/µL EDTA (Sigma-Aldrich), 20% (vol/vol) DPP4 (Millipore), 10% (vol/vol) protease inhibitor cocktail (P8340, Sigma-Aldrich), 5 KIU/µL Aprotinin (AD0153, Bio Basic), and 0.2 M NaCl followed by immediate centrifugation at 3000 × *g*, 4 °C for 10 min. Total GIP (EMD Millipore, EZRMGIP-55K), GLP-1 (Crystal Chem, 81508), and resistin (ab205574) were measured using ELISA from plasma samples according to the manufacturer’s instructions.

### Indirect calorimetry

The Promethion High-Definition Room Calorimetry System was used for indirect calorimetry studies performed at 23 °C (GA3, Sable Systems. Las Vegas, NV). Prior to data collection, all animals were acclimated to cages for 3 days, followed by 4 days of data acquisition with a normal-fat diet to record the basal metabolic parameters. The mice were then exposed to HFD. To account for metabolic adaptation and stabilization to diet change, only the 3 last days of a 2-week HFD treatment were considered for data analysis. A standard 12-h light/dark cycle (6:00–18:00) was maintained throughout the calorimetry studies. Data acquisition and instrument control were coordinated using MetaScreen v. 2.3.0 Raw data were processed using ExpeData v. 1.8.4 (Sable Systems, Las Vegas, NV) and an analysis script that performs most of the aspects of data transformation. Lipid oxidation rates were calculated separately as previously described^13^.

### PET-CT

Mice were not fed for 5 h before PET/CT. All experiments were initiated immediately after insertion of a cannula into the tail vein for injection of PET tracers. All imaging was performed on an avalanche photodiode-based small animal PET scanner (LabPET/Triumph, Gamma Medica, Northridge, CA) at the Sherbrooke Molecular Imaging Centre. Mice were anesthetized with isoflurane (2.0%, 1.5 L min^−1^). A bolus of [^18^F]-FDG (10 MBq, in 0.1 mL of 0.9% NaCl) was injected via the caudal vein over 60 s after starting a 20-min dynamic PET data acquisition, while the animal was maintained at 34 °C with a heated bed. Low-dose CT scan imaging was performed using the integrated X-O small-animal CT scanner of the Triumph platform, consisting of a 40 W X-ray tube with a 75 μm focal spot diameter and a 2240 × 2368 CsI flat panel X-ray detector. The detector pixel size was 50 μm and a 2 × 2-pixel binning scheme was used. Scans were performed at 60 kVp and 230 μA using 512 projections in the fly mode to reduce exposure. A dynamic series of 27 frames (12 × 10 s, 8 × 30 s, 6 × 90 s, and 1 × 300 s) was used for [^18^F]-FDG imaging. 3D images were reconstructed using 20 iterations of a maximum-likelihood expectation-maximization algorithm incorporating a physical description of the detector response functions. Regions of interest were drawn on short-axis images using Amide software v.1.0.5 and confirmed with the μCT scan. The glucose extraction coefficient (Ki) was determined using Patlak graphical analysis. These values represent the proportion of the circulating substrate taken up per tissue mass.

### (D-Ala^2^)GIP[Lys^37^PAL]

(D-Ala^2^)GIP[Lys^37^PAL]^29^ was synthesized by GL Biochem Ltd. (Shanghai, China). Peptide integrity was confirmed upon reception using ultra-performance liquid chromatography-mass spectrometry. It was diluted in water for cell culture assays or in saline for injection into mice. Prior to diet change, mice were acclimated to three subcutaneous (s.c.) injections, distributed every 3 days, for 10 days on a regular chow diet. For mice exposed to the GIP analog, injections consisted of two pre-injections of saline followed by one sensitizer dose of (D-Ala^2^)GIP[Lys^37^PAL]. HFD was then introduced for 2 weeks, during which mice received a total of 5 s.c. injections of saline or (D-Ala^2^)GIP[Lys^37^PAL] at 2 pmol/kg. This dose was estimated to be in the physiological range of fasting circulating GIP levels in control mice (30 pM).

### Histology

Liver and eWAT tissues were fixed in 4% paraformaldehyde overnight at 4 °C, dehydrated, embedded in paraffin, and cut into 5-µm sections. Jejunum samples were embedded in Tissue-Tek OCT compound, snap-frozen, and stored at −80 °C. The embedded samples were sectioned at 5 μm and stained with ORO. Jejunum and eWAT slides were counterstained with hematoxylin and eosin. For ADFP and lipid-droplet staining, liver sections were immersed and boiled for 10 min in 10 mM citrate buffer (pH 6.0), washed, blocked with 2% BSA (Sigma-Aldrich) in PBS-Tween 0.1%, and incubated overnight at 4 °C with anti-ADFP (1:500, Ab52356). Slides were stained with anti-rabbit Alexa 488 conjugated secondary antibody (1:500, CST4412) and DAPI. Stained sections were analyzed using a NanoZoomer 2.0-RS (Hamamatsu Photonics, Japan) digital slide scanner, the LX2000 fluorescence module (Hamamatsu Photonics, Japan), and NDP.view software. Jejunum and adipose sections were visualized under visible light and adipocyte histomorphology was analyzed using CellProfiler (3.1.5).

### Real-time PCR

Total RNA (RNeasy, Qiagen) from the jejunum, eWAT, and BAT was extracted according to the manufacturer’s instructions, then cDNA was synthesized from 500 ng of total RNA using oligo(dT) primers and SuperScript IV reverse transcriptase (Invitrogen). The cDNA was amplified using real-time PCR (LightCycler, Roche) and data were normalized to the most stable reference genes assessed (https://www.heartcure.com.au/reffinder/): *Tbp* for jejunum; *Gapdh*, *Sdha*, and *Ubc* for BAT; *Ppia*, *Sdha*, and *Atpaf1* for eWAT. Transcripts were quantified relative to the control group value, which was set to 1 for normalization of several reference genes^50^. The eWAT gene expression panel is presented in the form of a heat map^51^.

### Microarrays

Probes were generated from total RNA isolated from jejuna from three control and three HNF4A^ΔIEC^ mutant mice, hybridized to an Affymetrix GeneChip Mouse Genome 430 2.0 Array using the microarray platform of McGill University and Génome Québec Innovation Center^49^ (data are accessible through GEO series accession number GSE147105). Raw cel files were analyzed using Transcriptome Analysis Console software and tested for significant changes in signal intensity (eBayes ANOVA method followed by Benjamini–Hochberg step-up FDR-controlling procedure <0.10). GSEA was performed on the entire dataset using gene sets from Gene Ontology for lipid homeostasis (GO:0055088), lipid storage (GO:0019915), and KEGG for fat digestion and absorption (map04975)^52,53^.

### RNA-seq

Total RNA was extracted from cells using TRIzol (Invitrogen), following the manufacturer’s protocol. Adipose tissues were collected in 1 mL of TRIzol. After the addition of chloroform, the aqueous layer was recovered, mixed with one volume of 70% ethanol, and applied directly to an RNeasy Mini Kit column (Qiagen). DNase treatment and total RNA recovery were performed according to the manufacturer’s protocol. RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies). PolyA mRNA libraries were prepared from 200 ng of total RNA using an NEB E6420 kit, according to the manufacturer’s recommendations. Library quality was evaluated on a Bionalyzer DNA HS Chip (Agilent) and quantified using a Qubit fluorimeter (Invitrogen). The libraries were then pooled and sequenced on an Illumina Nextseq500, PE40, at the RNomic Platform of Université de Sherbrooke. Quality control, quality, and adapter trimming of RNA-seq libraries were performed using Trim Galore version 0.6.4_dev (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Reads were aligned with Rsubread version 2.6.2^54^ against mouse genome version GRCm38 in pair-end mode. Low-count genes were filtered with DEseq2 version 1.32.0^55^ and differential expression analysis was performed using edgeR version 3.34.0^56^. Genes were retained when their FDR was less than 0.05 and absolute log fold change was greater than 1.5. They were then passed to DAVID version 6.8^57^ to search for enriched GO, which also resulted in a list of GO that passed an FDR threshold of 0.05.

### Jejunum and fecal fat extraction

Fresh fecal pellets and jejunum biopsies were processed for fat extraction using chloroform-methanol. Briefly, 50 mg of stool or tissue was disrupted in 1.2 mL of chloroform:methanol (2:1) and debris was pelleted for 5 min at 5000 × *g*). The supernatant was mixed with 300 µL of 0.9% NaCl. Following a quick centrifugation (20,000 × *g*, 30 s), the aqueous phase was discarded and the apolar phase was evaporated using a vacuum (SpeedVac Thermo Scientific). The remaining organic content was weighed and considered to be the total amount of fat recovered from the jejunal biopsies. Lipophilic matter from fecal samples was resuspended in 100 µL 1× NP40 reagent and TG amounts were quantified (10010303, Cayman Chemical) according to the manufacturer’s instructions.

### Cell culture and differentiation

3T3-L1 preadipocytes were seeded at 5000 cells/well in a Seahorse XF96 microplate and cultured in 5% CO_2_ at 37 °C in DMEM (4.5 g/L glucose; Wisent) supplemented with 10% FBS, 1% GlutaMax, 1% HEPES, and 1% penicillin-streptomycin. Cells were induced to differentiate 2 days after reaching confluence (day 0), by supplementing growth medium with 20 nM insulin (Humulin N; Eli Lilly), 0.25 µM dexamethasone (D4902, Sigma-Aldrich), and 2 µM rosiglitazone (R2408, Sigma-Aldrich) for 2 days with (10–500 pM) or without (D-Ala^2^)GIP[Lys^37^PAL] as indicated in the figure legends. This concentration range was chosen to reflect circulating GIP levels in response to OFTT of HNF4α^ΔIEC^ mutant (10 pM) and control (500 pM) mice. From days 2 through 8, the growth medium was changed every 2 days and supplemented with only 20 nM insulin and the initial concentration of (D-Ala^2^)GIP[Lys^37^PAL].

### Seahorse analysis

On day 8, the culture medium of mature 3T3-L1 adipocytes was replaced with Seahorse XF DMEM medium (103575-100) supplemented with 1 mM sodium pyruvate (Wisent), 2 mM glutamine (Wisent), 4.5 g/L glucose (Wisent), 20 nM insulin, and (D-Ala^2^)GIP[Lys^37^PAL], then incubated at 37 °C in a non-CO_2_ incubator for 60 min. After hydration, the Seahorse cartridge was loaded with 1 µM oligomycin (port A), 1 µM carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP; port B), 4 µM etomoxir (11969, Cayman) in DMSO 0.1% (port C), 1 µM rotenone (ab143145), and 1 µM antimycin (A8674, Sigma-Aldrich) in DMSO 0.001% and ethanol 0.002% (R&A; port D). OCR and ECARs were measured using an XF96 extracellular flux analyzer (Seahorse Bioscience). Cellular bioenergetics and parameter calculations were performed according to the manufacturer’s instructions, with the etomoxir effect (OCR dedicated to FAO) calculated as maxOCRFCCP-meanOCREtomoxir.

### Statistics and reproducibility

Unless otherwise specified, statistical analyses were performed and graphics were produced using GraphPad Prism 8 software. The data sets were compared using analysis of variance or non-parametric analysis when applicable. All statistical analyses are presented as *n* and mean ± SEM. No statistical method was used to predetermine sample size. No data were excluded from the analyses. Each experimental group was randomized during treatments. The Investigators were blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Microarray data are accessible through GEO series accession number GSE147105. RNA-seq data are accessible through GEO series accession number GSE189439. The website for GSEA is available on https://www.gsea-msigdb.org/gsea/index.jsp. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

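RNA was measured in iWAT and eWAT of mice on a HFD, with 3 saline and 3 GIP analog samples in each tissue, 12 samples in all. For each tissue, the authors' deposited table gives the result of 1 comparison of the treatments. The log2 fold changes and average log2 CPM are the authors', made with edgeR 3.34.0 after trimming with Trim Galore 0.6.4, alignment with Rsubread to GRCm38 and a filter on low counts with DESeq2 1.32.0. The likelihood ratio of each gene, a score, was computed by the authors before they deposited the table, and their methods do not name the edgeR test, the counting step or the annotation. The p-value of each gene comes from that score, and the authors' FDR equals a Benjamini-Hochberg adjustment over the genes that have one, 19249 of 27179 in iWAT and 18482 in eWAT.

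The tables also hold 12 columns of values per sample, 6 for each tissue, whose names match no sample label. They were not used in any step. The depth of each sample and its precision are therefore unknown here, and no level, standard deviation or fit per sample was computed. The comparison fixed before the data were examined assumed counts per sample and a quasi-likelihood test; it was replaced by the authors' p-values, adjusted anew by the Benjamini-Hochberg method over the genes with an average log2 CPM of at least 0, an average CPM of 1. This kept 13837 genes in iWAT and 13657 in eWAT. A gene was called at an adjusted p under 0.05, and counted a second time with an absolute log2 fold change above 1.5, as in the paper's methods. The sign of the fold changes is as in the table, whose name puts saline before the analog, and as plotted in Fig. 7a,b, drawn as GIP against saline.

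Gene identifiers were matched to the RefSeq annotation of GRCm38, which holds 25271 of the 27179, and coordinates are from that annotation. Before the data were examined, 46 gene lists with 1187 symbols were fixed for metabolic processes, cell types, RNA quality and general programs, 17 of them for cell types, together with 2 unions that stand for oxidative phosphorylation and fatty-acid metabolism. The paper's text names no gene sets for the GSEA of the RNA-seq data; those it names belong to its microarray data. Each list with at least 5 tested genes was compared with all other genes by limma's cameraPR, 2-sided, with a preset inter-gene correlation of 0.01, on the signed square root of the authors' likelihood ratio, and the p-values were adjusted over the lists of a tissue by the Benjamini-Hochberg method. Gsn in eWAT, with a likelihood ratio of 1334888 in the authors' deposited table, was left out of this statistic because of that size. Members of each list were also counted at an adjusted p under 0.05 over all genes and over the list alone. Preranked GSEA was run with fgsea on the same statistic. Nothing was tested between iWAT and eWAT.

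The genes named in the text follow a rule fixed before the data were examined: the 10 largest positive and the 10 largest negative changes among called genes, genes that the paper names or labels in Fig. 7a,b (seen in advance), up to 4 members of each list described with the smallest p, and a set of adipose genes chosen in advance. The rule also asked for full separation of the samples in the first group, which could not be checked without values per sample. Genes outside the rule were chosen after their values were seen. Immunoglobulin and T cell receptor segments share reads and are given as counts.

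Alternatives changed the expression filter, the genes over which p was adjusted, the threshold, the gene statistic, the list test, the inter-gene correlation, the genes compared, with Fabp4 left out in eWAT (chosen after seeing the data), and a correction for GC content, for which 97.5% of tested genes in iWAT and 97.3% in eWAT have a value. The steps were tested on simulated data. Of 200 genes shifted by 5 on the scale of the signed root, 95.0% were recovered among 13837 genes of iWAT and 95.1% among 13657 of eWAT, with 4.98% and 4.95% false calls among all calls. Lists shifted by 1 on that scale were recovered in 88% of cases in iWAT and 86% in eWAT, and lists shifted by 0.5 in 32% and 31%, while 0.405% and 0.541% of unshifted lists were called. These draws held independent genes and simulated statistics in place of the authors' likelihood ratios. They check the steps applied here and do not test whether those likelihood ratios are calibrated. The work used R 4.3.3 with limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.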

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

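The tests of explanations in this part were chosen after the results were seen, while the gene lists and the plan to test each against all other genes were set before the data were examined. The lists named here lie outside the lists that stand for the 4 processes of the paper's text, but they are a choice among such lists. Others that passed are not weighed here, such as plasma cell (median −5.64) and mitochondrial ribosomal protein genes (0.29) in iWAT. The median log2 fold changes carry the sign of the authors' deposited table.

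In iWAT the median log2 fold change was −5.11 for B cell genes, −2.78 for T cell genes and −2.89 for genes of lymph node stroma and sinuses, while it was 0.91 for thermogenic genes. A change in B cells alone is argued against by the T cell median of −2.78. Less lymphoid RNA would raise all adipocyte transcripts alike, but the 28 thermogenic genes exceed 46 other adipocyte genes (median 0.18) by 0.73. The 95% interval was 0.26 to 1.25 over 10000 resamples of genes, which are not independent. These 46 are part of 64 tested adipocyte genes (median 0.29), without members shared with the thermogenic and energy metabolism lists. All 28 thermogenic genes were kept, among them Cox7a1 and Fabp3 of those metabolism lists, so the gap may be too wide. An interval for lists trimmed alike was not computed, so less lymphoid RNA as the whole cause of the thermogenic shift is not settled. Lymph node tissue in part of the dissections is a candidate source of the lymphocyte genes. Without Marco and Cr2, which Fig. 7a labels, 11 of the 13 remaining genes of stroma and sinuses lie below 0, with a median of −2.66. This list is not free of immune cell genes: it shares Cd209a with the dendritic cell list, whose median in iWAT was −0.81. In the authors' deposited table, Ccl19 has an average CPM of 6.58 and Cr2 of 10.0. An effect of the analog on lymphocyte entry into the tissue stays open and untested. The columns of values per sample, whose names match no sample label, were not used, so it is not known here whether all mice of a group differ. Thermogenic activity that differs between the groups through the treatment, or between dissections, stays open as well.

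Genes that pass an adjusted p under 0.05 over the genes tested but have no FDR from the authors number 287 in iWAT and 453 in eWAT, and the paper's counts cannot include them. A filter on each gene's own low count is argued against, because in the tenth of genes with the highest expression 26.7% have no FDR in iWAT and 30.4% in eWAT, while 4149 and 4481 genes with no reads have one. A candidate explanation is that the flags of the filter were kept in genome order and joined to a table in another order: across 16 windows of 1500 genes, the best offset between low expression and a missing FDR rose along the order with a rank correlation of 1.00 in eWAT and of 0.66 in iWAT, where windows 1 and 10 lie far out of line at offsets of 1493 and 2365, and 0 of 100 random chromosome orders gave as large a value (highest 0.55 in eWAT and 0.58 in iWAT). This order was 1 of 3 looked at, and a numeric order of chromosomes gave 0.46 in eWAT and 0.31 in iWAT. The match within windows was weak, with a median best correlation of 0.1563 in eWAT and 0.1501 in iWAT. The highest such median among the random orders was 0.1561 in eWAT and 0.1457 in iWAT. No biological explanation was tested.

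In eWAT the 13 protein-coding genes of the mitochondrial genome had a median log2 fold change of −1.26, and 5 RNAs that lack a poly(A) tail or are ribosomal had −1.84. The nuclear genes of oxidative phosphorylation had a median of −0.093, so they did not share the fall of the mitochondrial genes. Whether there were fewer mitochondria cannot be decided from this, because nuclear mRNAs measure neither their number nor their DNA. Carry-over of RNA without a poly(A) tail that differed between the groups cannot be told apart from other sources of the ribosomal signal. A set of 43 genes of replication-dependent histones, a class whose mRNAs typically lack such a tail, had a median of −0.39. They were picked by name, and whether the mRNAs measured here lack a tail was not checked, so the comparison cannot decide. The 79 genes of cytosolic ribosomal proteins, whose mRNAs have a tail, had −0.38. The difference of the medians was −0.012 (95% interval −0.12 to 0.14 over 10000 resamples of genes, which are not independent). Whether the polyadenylated mitochondrial mRNAs share this source was not tested, nor was an effect of the treatment on mitochondrial transcription, and both stay open.

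Cell cycle genes in iWAT had a median log2 fold change of −1.30. In eWAT, the median was 1.74 for NK and cytotoxic lymphocyte genes. T cell genes in eWAT had a median of 1.25. The list of lymph node stroma and sinuses, weighed above for iWAT, lay on the same side as these lists in eWAT. Its median was 0.50, with 9 of 11 genes above 0 and an adjusted p of 0.00931. Its 3 called genes were Cd209b, Fcna and Cd209a, which is also in the dendritic cell list. The chemokine Cxcl13 of the same list did not pass (adjusted p = 0.123 from edgeR). These values therefore do not single out lymph node stroma. The B cell list did not pass in eWAT (median 0.15, adjusted p = 0.381). No source was tested in eWAT. Macrophage and monocyte genes in eWAT had a median of 0.74. Endothelial genes in eWAT had a median of −0.74.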

How the results depend on the processing

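The alternatives named with a log2 CPM of at least 1, with the genes that have an FDR from the authors, with the authors' own set of genes, with an inter-gene correlation of 0.05, with ranks, with a GC correction, without Fabp4 or without Marco and Cr2 in the lymph node list were chosen after seeing the data; the others were set before. In iWAT the 4 processes of Fig. 7 kept their direction and their side of the threshold in 36 of 36 comparisons (highest adjusted p 0.00135, adipogenesis with an inter-gene correlation of 0.05), and the 24 other lists that have their own values in 204 of 208, with 1 weaker, 2 stronger and 1 reversed. In eWAT the 4 processes did so in 34 of 40, with 5 weaker and 1 reversed, and the same 24 lists in 207 of 233, with 19 weaker and 7 reversed. The remaining 19 lists tested, given here as counts only, did so in 155 of 167 comparisons in iWAT, with 10 weaker and 2 stronger, and in 175 of 190 in eWAT, with 3 stronger and 12 reversed. No list past the threshold reversed among either group of lists; the directions that turned belong to lists that passed neither before nor after, for those with their own values with adjusted p of 0.975 for endothelial genes in iWAT (preranked GSEA on log2 fold change) and, in eWAT, 0.532 for adipogenesis and 0.997 for both cell cycle and lipolysis (preranked GSEA on the signed root), 0.522 for plasma cell, 0.843 for cell cycle and 0.887 for lipolysis genes (on log2 fold change), 0.978 for B cell genes (tested genes with an FDR) and 0.999 for cell cycle genes (GC correction); the cause was not tested. Genes past both thresholds in iWAT numbered 836 with no expression filter, and in eWAT 122 with no filter and 45 with an average log2 CPM of at least 1, against 551 and 81, as a filter changes how many genes are tested. At an unadjusted p under 0.05 and the same fold, 608 and 83 genes passed. Genes at an adjusted p under 0.05 in eWAT numbered 1433, against 756 over the authors' own set of genes, a setting that leaves out genes without an FDR and also drops the limit on expression; 975 passed with only the first change and 1272 with only the second. Removing the lymphoid genes left 5 negative lists in iWAT, against 9: the lymphoid lists were then not tested, and the neutrophil and mast cell list passed (adjusted p = 0.0436). In eWAT, positive lists numbered 7 with the genes that have an FDR from the authors and 5 with an inter-gene correlation of 0.05, and negative lists 3 with the GC correction, for which the mitochondrial and ribosomal RNA lists have no GC value by symbol. The eWAT call for fatty-acid metabolism ended in preranked GSEA on the signed root (adjusted p = 0.0509; 0.00656 on log2 fold change), at an average log2 CPM of at least 1 (0.0563), with the genes that have an FDR from the authors (0.161), with an inter-gene correlation of 0.05 (0.330) and with the GC correction (0.0796); the cause was not tested. No paired analysis was possible because the columns of values per sample match no sample label. For the same reason other normalizations, other count tests, a filter on the sum of counts, a fit of all 12 samples, the interaction of tissue and treatment, an estimated correlation, fry, leaving out samples and other splits of the samples were not run. Depth per sample is unknown here, so its limits on genes of low expression such as Gipr could not be stated.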

Differences from the paper's values

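The counts of differentially expressed genes were 551 in iWAT and 81 in eWAT, against the paper's 562 and 75. They did not differ by more than the margin of 1.5 times, except at some settings in eWAT. One exception was 122 without the expression filter, an alternative set before the data were examined. The other was 45 at an average log2 CPM of at least 1, a setting chosen after seeing the values. The genes themselves overlap less: 367 of the 551 and 56 of the 81 are among the authors' calls. In iWAT, 195 of the authors' calls fell under the expression filter, and 184 calls are not among theirs. The authors' own set of genes is every gene with an FDR and no limit on expression, a setting chosen after seeing the values. Over that set the counts are 562 and 75 by construction, since these are the authors' calls, so none is dropped. Over the tested genes that have an FDR, a setting also chosen after seeing the values, they are 386 and 59. The values that differ are the normalized enrichment scores printed in Fig. 7, read by eye, set beside those of preranked GSEA with gene lists that are not the paper's, since the paper's text does not name the gene sets of its RNA-seq GSEA. For iWAT, fatty-acid metabolism scored 3.39 here, or −3.39 with the sign turned, and about -2.6 in the paper's Fig. 7c. Oxidative phosphorylation scored 3.65 here, or −3.65 with the sign turned, and about -3.5 in the paper's Fig. 7d. Mitochondrial beta-oxidation scored 3.10 here, the same size below 0 with the sign turned, and about -2.5 in the paper's Fig. 7e. Adipogenesis scored 2.81 here, or −2.81 with the sign turned, and about -3.1 in the paper's Fig. 7f. For eWAT, fatty-acid metabolism scored 1.45 here, or −1.45 with the sign turned, and about -1.7 in the paper's Fig. 7g. Oxidative phosphorylation in eWAT scored −0.99 here, or 0.99 with the sign turned, and about 1.9 in the paper's Fig. 7h. Fig. 7h prints this positive score while its curve runs below 0 and the paper's text states a reduction, so the sign meant there is in doubt. Ranking by log2 fold change, the alternative set before the data were examined, gave 3.40, 3.67, 3.15 and 2.58 in iWAT and 1.68 and −0.92 in eWAT in the same order, and differs from the paper's values in each case; neither ranking gives a value with the paper's sign unless the sign is turned.

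The paper states reductions of the 4 processes in iWAT after the GIP analog, while their members lean to the positive side in the authors' deposited table, whose signs are those of Fig. 7a, drawn as GIP against saline. Fig. 7a and Fig. 7c–f therefore do not follow from 1 sign of the table. If a positive sign stood for saline, the 4 processes would be lower with the analog and the lymphocyte genes higher. Among the paper's other measures under the analog, cultured adipocytes had lower uncoupled and maximal respiration and spare capacity (Fig. 6c–e). They also shifted toward a quiescent profile (Fig. 6g), and both results run with the stated reductions. Their ATP-coupled respiration and the part driven by fatty-acid oxidation were unchanged (Fig. 6b,f). In whole mice, mutants given saline gained less weight and held less body fat than controls. Under the analog this gap was gone (Fig. 5d,e), which the paper reads as a rescue and which also runs with its account. Taken in cultured cells or whole mice, these measures do not settle the sign of the table. The deposited tables are named with saline before the analog, the reverse of the order in Fig. 7a,b; read as saline over the analog, a positive sign would stand for saline, but the order in a name does not state how the sign was set. In eWAT the paper states a reduction of oxidative phosphorylation; the nuclear genes had a median log2 fold change of −0.09 (adjusted p = 0.700), and the 13 genes of the mitochondrial genome had −1.26. The paper also states a reduction of fatty-acid metabolism in eWAT, for which the median was 0.16 (adjusted p = 0.0492). With the sign turned, the direction of fatty-acid metabolism in eWAT would follow the paper's and that of the mitochondrial genes would not. The vertical axis of Fig. 7a,b is labelled with the p-value, while the points lie at the FDR of the authors' deposited table.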

Other observations

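In iWAT, genes of energy metabolism outside the 4 processes also lay on the positive side of the authors' comparison. Of 21 genes of the TCA cycle, 4 were positive and none negative (21 when adjusted over the list alone), with a median log2 fold change of 0.77 (limma's cameraPR, adjusted p = 6.32e-13). All 74 genes of mitochondrial ribosomal proteins lay above 0, with 6 positive (6 when adjusted over the list alone), a median of 0.29 and an adjusted p of 2.62e-14. Glycolysis had 3 positive members of 19 and no negative one (8 and 1 when adjusted over the list alone), with a median of 0.58 (adjusted p = 2.38e-06). The 13 genes of the mitochondrial genome had a median of 0.55 in iWAT, with 2 positive (7 when adjusted over the list alone; adjusted p = 1.61e-06). Cell cycle genes lay below 0 in 34 of 34 cases in iWAT, with 7 negative (23 when adjusted over the list alone; adjusted p = 3.77e-10), among them the spindle checkpoint kinase Bub1, with −2.23, and the replication helicase subunit Mcm2, with −1.28 in the authors' deposited table. Of 20 dendritic cell genes in iWAT, 8 were negative and none positive (10 when adjusted over the list alone), with a median of −0.81 (adjusted p = 1.53e-08). In the same comparison the B cell and T cell lists had medians of −5.11 and −2.78. The output genes of the circadian clock Dbp and Ciart had −1.84 and −1.91 and the activator Npas2 had 1.22 in iWAT in the authors' deposited table, with adjusted p of 0.00815, 0.00178 and 0.0437 from edgeR. The clock list as a whole did not pass in iWAT (adjusted p = 0.297).

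In eWAT, the lists of cytosolic ribosomal proteins and insulin signaling passed on the negative side, and those of cholesterol synthesis and 4 further metabolic processes on the positive side. Of 18 insulin signaling genes, 5 were negative and none positive (5 when adjusted over the list alone), and 7 above 0, with a median of −0.20 (limma's cameraPR, adjusted p = 0.0127). The receptor substrate Irs2 had −1.35, the transcription factor Foxo1 −0.88 and the insulin receptor Insr −0.73 in the authors' deposited table. This list ended above the threshold in 3 settings, with adjusted p up to 0.0928. In the same comparison the medians were −0.74 for endothelial genes, of which 17 of 25 were negative (19 when adjusted over the list alone), 1.74 for NK cell, 1.25 for T cell and 0.74 for macrophage genes. Of 79 genes of cytosolic ribosomal proteins, 77 lay below 0 and 18 were negative (35 when adjusted over the list alone), with a median of −0.38 (adjusted p = 2.22e-12). Cholesterol synthesis had 2 positive members of 23 (1 when adjusted over the list alone), with a median of 0.33 (adjusted p = 0.00380). The medians were 0.25 for the TCA cycle (adjusted p = 0.0113), 0.26 for catabolism of branched-chain amino acids (0.00931), 0.22 for peroxisomal fatty-acid oxidation (0.0340) and 0.26 for fatty-acid synthesis and desaturation (0.0332). With an inter-gene correlation of 0.05, an alternative chosen after seeing the data, none of these 4 passed (adjusted p from 0.0763 to 0.133), and fatty-acid synthesis did not pass in preranked GSEA either (0.0836 on the signed root and 0.119 on log2 fold change). With the genes that have an FDR from the authors, chosen after seeing the data as well, peroxisomal oxidation (0.0825) and fatty-acid synthesis (0.0595) did not pass. The clock genes Ciart and Tef had −1.28 and −0.86 and the activator Arntl had 1.41 in eWAT in the authors' deposited table, with adjusted p of 0.00201, 2.78e-05 and 3.46e-07 from edgeR, while the clock list did not pass (adjusted p = 0.684). The growth factor Vegfa, which maintains capillaries, had −1.40 and Pdgfra, a receptor of preadipocytes, 1.09 in the authors' deposited table. Of 26 fibroblast and preadipocyte genes in eWAT, 3 were positive and none negative (5 when adjusted over the list alone), with a median of 0.24. That list did not pass its test, so the value of Pdgfra does not stand for preadipocyte genes as a group.

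Across the 13197 genes tested in both tissues, the log2 fold changes had a Spearman correlation of 0.22 across genes, which are not independent replicates. In both tissues 121 genes were called: 26 were positive in both (5.74 for independent lists), 38 negative in both (37.8), 50 negative in iWAT and positive in eWAT (14.1), and 7 positive in iWAT and negative in eWAT (15.4). No difference between the tissues was tested.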
